# Leveraging transcriptome and epigenome landscapes to infer regulatory networks during the onset of sexual maturation

**DOI:** 10.1186/s12864-022-08514-8

**Published:** 2022-06-01

**Authors:** Amin R. Mohamed, Marina Naval-Sanchez, Moira Menzies, Bradley Evans, Harry King, Antonio Reverter, James W. Kijas

**Keywords:** Transcriptome, Epigenome, Puberty, Networks, Multiomics

## Abstract

**Background:**

Despite sexual development being ubiquitous to vertebrates, the molecular mechanisms underpinning this fundamental transition remain largely undocumented in many organisms. We designed a time course experiment that successfully sampled the period when Atlantic salmon commence their trajectory towards sexual maturation.

**Results:**

Through deep RNA sequencing, we discovered key genes and pathways associated with maturation in the pituitary-ovarian axis. Analyzing DNA methylomes revealed a bias towards hypermethylation in ovary that implicated maturation-related genes. Co-analysis of DNA methylome and gene expression changes revealed chromatin remodeling genes and key transcription factors were both significantly hypermethylated and upregulated in the ovary during the onset of maturation. We also observed changes in chromatin state landscapes that were strongly correlated with fundamental remodeling of gene expression in liver. Finally, a multiomic integrated analysis revealed regulatory networks and identified hub genes including *TRIM25* gene (encoding the estrogen-responsive finger protein) as a putative key regulator in the pituitary that underwent a 60-fold change in connectivity during the transition to maturation.

**Conclusion:**

The study successfully documented transcriptome and epigenome changes that involved key genes and pathways acting in the pituitary – ovarian axis. Using a Systems Biology approach, we identified hub genes and their associated networks deemed crucial for onset of maturation. The results provide a comprehensive view of the spatiotemporal changes involved in a complex trait and opens the door to future efforts aiming to manipulate puberty in an economically important aquaculture species.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08514-8.

## Introduction

Epigenetic regulation of gene expression influences a vast spectrum of complex traits, with examples spanning the onset and severity of human disease, developmental transitions during growth and the expression of ecologically and economically relevant traits across the animal kingdom. Our understanding of the epigenetic contributions to trait variation remains low in comparison to causative genes derived from approaches such as genome wide association studies (GWAS). However, the development of sophisticated sequence-based assays for the detection of chromatin state changes and methylation status have enabled the landmark development of genome wide maps of regulatory elements in human [1–3], mouse [4–6] and other model organisms such as the fruit fly (*Drosophila melanogaster*) and the nematode (*Caenorhabditis elegans*) [7, 8]. These have provided the impetus for a plethora of research focused on understanding epigenetic mechanisms and their role regulating gene expression.

Sexual maturation is a fundamental transition ubiquitous to vertebrates and provides a model for the study of epigenetic regulation. The key tissues are known given the reproductive cycle is regulated by activation across the brain, pituitary, gonadal (BPG) axis in organisms spanning from mammals to teleost fish. Further, upon maturation these tissues undergo known and often profound transcriptomic remodeling providing a large dynamic range to increase the likelihood of identifying regulatory networks [9–12]. An energy-intensive process such as sexual maturation involves the liver as energy homeostasis is linked to fertility (Mircea et al. [13]; Montagner et al. [14]). Additionally, several regulatory transcription factors [11] and single-nucleotide polymorphisms were identified in the liver Insulin-like growth factor 1 (IGF1) gene to be associated with age at puberty in cattle (Fortes et al. [15]).

The genetic architecture of sexual maturation has been extensively studied using association studies in both wild and farmed Atlantic salmon populations [16–19]. However, a single omic dataset would not be appropriate to unravel the mechanisms underlying a complex physiological transition such as sexual maturation. Indeed, several multiomics studies in livestock species showed the promise of Systems Biology approaches to integrate multiple omics layers from different tissues to understand the molecular basis of complex traits including sexual maturation, feed efficiency and host-parasite interactions (Cánovas et al. [10]; Alexandre et al. [20]; Gòdia et al. [21]; Botwright et al. [22]).

Despite its importance as a trait of interest, sexual maturation can be difficult to study, as the timing of onset varies widely in response to both genetics and environmental factors and occurs prior to measurable phenotypic change. To overcome this, we chose to investigate sexual maturation in Atlantic salmon where photoperiod manipulation in an experimental system can be used to synchronize animals and access tissues across the time period when animals first commit to the onset of puberty. We also chose a multiomics approach, which has the power to identify the control mechanisms underpinning complex traits [23, 24]. We describe changes in gene expression, DNA methylation and chromatin accessibility to study transcriptional and epigenomic remodeling before inferring regulatory networks associated with onset of maturation in a commercially important aquaculture species.

## Results

### Initiation of salmon sexual maturation and a multiomic workflow

Female fish were managed in a tank-based experimental system to facilitate a long-light photoperiod regime known to stimulate the onset of sexual maturation (Fig. 1A) [25, 26]. Fish from a single management group were sacrificed at a timepoint immediately before initiation of the long-light regime (throughout referred to as T1) and at three timepoints afterwards (T2, T3 and T4). An increase in gonadal somatic index (GSI) of sampled fish across the time course confirmed an active response to the long photoperiod (Fig. 1B). Significant increases were observed only at T4 (t-test *P*-value = 0.021). Tissues from the BPG (brain – pituitary – gonad) axis and liver were sampled at each timepoint to form the basis of a multiomics workflow for data generation and integrative analysis spanning the transcriptome, DNA methylome and chromatin state datatypes (Fig. 1B; Supplementary Fig. S1).

**Fig. 1:**
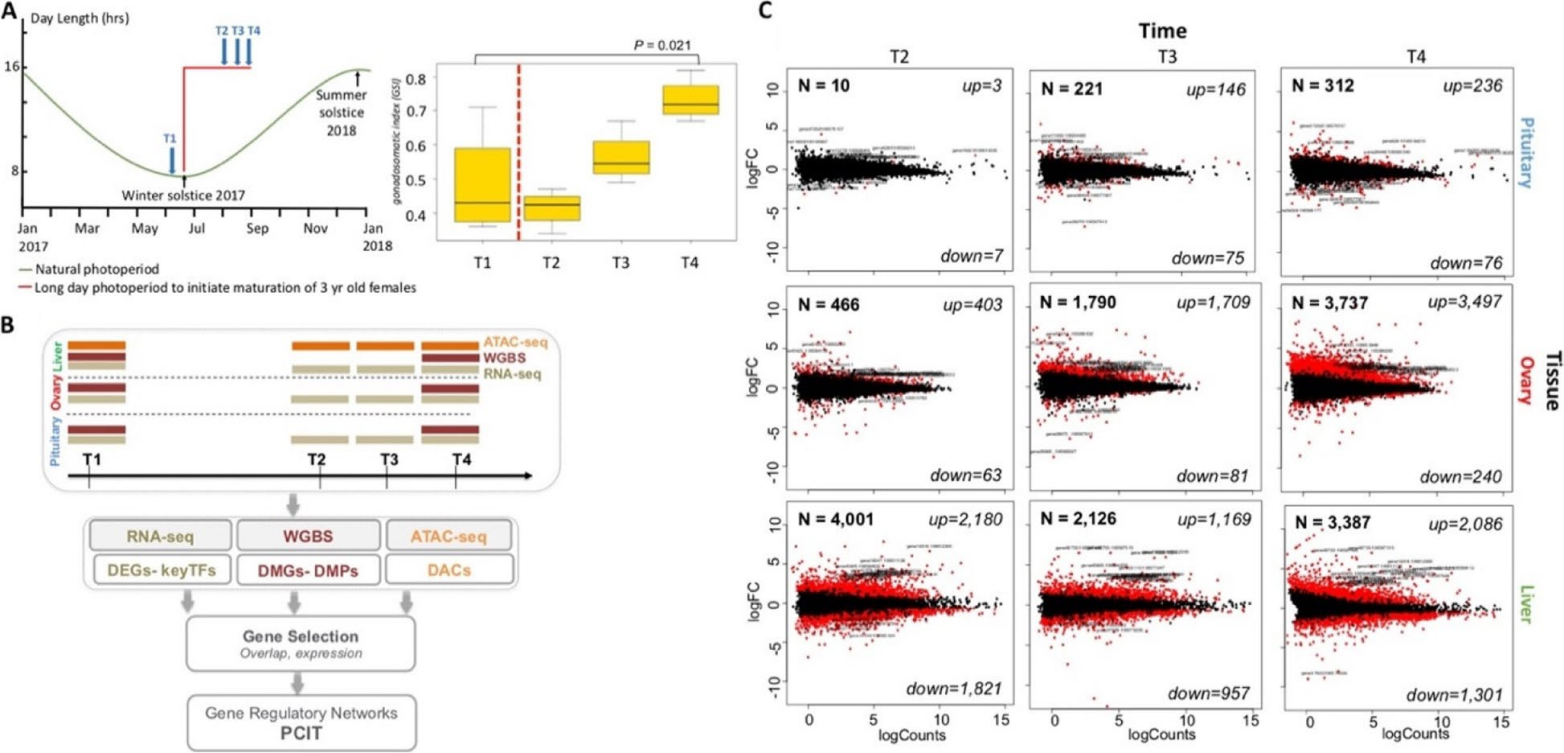
Transcriptomic and epigenomic changes associated with onset of salmon maturation (**A**), Induction of maturation through photoperiod manipulation and sampling time points. Animals were managed via photoperiod to synchronise the timing of commitment into maturation. 4 fish were sampled at each of the T1 (before long day photoperiod signal) and T2-T4 time points (during maturation) in 2 weeks intervals to control for variation between individuals. Gonadosomatic index (GSI) increased gradually from T2 till the last sampling event at T4 indicating active response towards maturation in these animals (**B**), Tissue collection and multi-omics analyses. Samples from the pituitary gland, ovary and liver were collected at each sampling event. Transcriptome and DNA methylome data in the three tissues along with accessible chromatin data in liver were collected (**C**), Significant transcriptome remodelling driving salmon maturation. 9 MA plots (showing differentially expressed genes (DEGs) in pituitary, ovary and liver (FDR < 0.05 and log_2_fold change > ±1) at T2, T3 and T4 during maturation compared to control samples at T1

### Significant transcriptome changes in the pituitary-gonad axis reveal candidate genes and regulators of maturation onset

We sequenced messenger RNA (mRNA) from four biological replicates of each tissue (brain, pituitary, ovary and liver) before and after the onset of maturation. A total of 3.2 billion paired-end reads were mapped against the Atlantic salmon reference genome with 72% mapping efficiency to create an average depth of 50 million reads per library (Data S1). Consistency across biological replicates within each timepoint was high for each tissue except for brain. Brain samples were excluded from further analyses because of inconsistency among replicates (see Supplementary Results; Supplementary Fig. S2).

To begin characterization of transcriptomic remodeling, we compared gene expression in three post-maturation samples (T2, T3 and T4) against the control T1 in three tissues (pituitary, ovary and liver) (Fig. 1C). The pituitary gland showed comparatively subtle transcriptomic responses that involved 543 differential expressed genes (DEGs; adjusted *P* < 0.05 and log2FC > ±1) (Data S2). In contrast, more widespread remodeling was observed in both ovary (5993 DEGs) and liver (9541 DEGs) (Fig. 1C, Data S2) using the same significance and fold change thresholds. The number of DEGs increased with elapsed time following the onset of the long light photoperiod for the two BPG axis tissues (pituitary and ovary). Of these, the ovary underwent the most dramatic remodeling over time with 403, 1709 and then 3497 DEGs observed at timepoints T2, T3 and T4 respectively (Data S2). This increasing trajectory of differential gene expression in ovary, coupled with the elevated GSI following the light stimuli (Fig. 1A), strongly suggests the experimental approach successfully initiated the onset of maturation.

The pituitary is expected to play a key role in the early stages for maturation onset [27]. Hierarchical clustering of pituitary DEGs revealed two distinct gene clusters (via hierarchical clustering), one of upregulated genes (*n* = 333; 60% of pituitary DEGs) and one of downregulated genes (*n* = 125). The upregulated cluster showed significant gene ontology (GO) enrichment for maturation-related functions including G protein−coupled receptor signaling and hormone activity (Supplementary Fig. S4 and Data S3). Pituitary DEGs were involved in several reproduction-related functions such as steroidogenesis (*SF1, CYP17A1*), hormone receptors (*GRM4, OXTR, PGR, DOP1R1, GALR1*), genes coding for gonadotropins (*GTHB1, GTHB2, GLHA2*) and retinoic acid (RA) signaling (*CYP26B1, RHD8*–1/2) (Fig. 2A). The upregulation of gonadotropins subunits is highly significant in the context of onset of puberty. This included both *GTHB1* and *GTHB2* that encode the gonadotropin subunits beta-1 and 2 as well as *GLHA2* that encodes the glycoprotein hormone alpha chain. Together, these form the heterodimeric gonadotropins (GTH-1 and GTH-2) that have previously been shown to stimulate gonadal growth in the juvenile stages of both rainbow trout and coho/chum salmon [28–30]. Further, physicochemical characterization of the salmon gonadotropins indicate they are functionally related to follicle stimulating hormone (FSH) and luteinizing hormone (LH) in vertebrates (reviewed by [31]). We find *GLHA2* gene (the common subunit present in gonadotropins) was consistently upregulated in the pituitary throughout the experiment (Supplementary Fig. S3). Clustering DEGs in ovary revealed distinctive expression profiles for post-maturation and two distinct clusters of upregulated genes (*n* = 3476; 58% of ovary DEGs) and downregulated genes (*n* = 301) were identified (Supplementary Figs. 3 and 5A, B). The functional profile for upregulated genes in the ovary revealed processes related to cell adhesion, immune response and regulation of development (Supplementary Fig. S5; Data S3). Examination of ovary DEGs identified several gene categories related to follicular development. Following LH surge, several hormonal receptors (including *LHR, GNRHR2, and AMHR2*) were upregulated leading to activation of extracellular matrix proteins such as *CLDN5, ECM1/2, MXRA8*, and *HAS3*. The maturation response was also associated with upregulation of immune-related genes such as *MYD88T, TLR, CD2, IGLL1*, *CCL19*, and *TRAF2*. Key transcription factors (TFs) controlling ovarian development (*FOXL2* and *GATA4*) along with follicular developmental genes (*RSPO1, KITL, FST, AMH, FSTL1* and several sema/plexin genes) and steroidogenesis genes (*CYP17A1, SF-1* and *STAR*) were also upregulated (Fig. 1A; Supplementary Fig. S6).

**Fig. 2:**
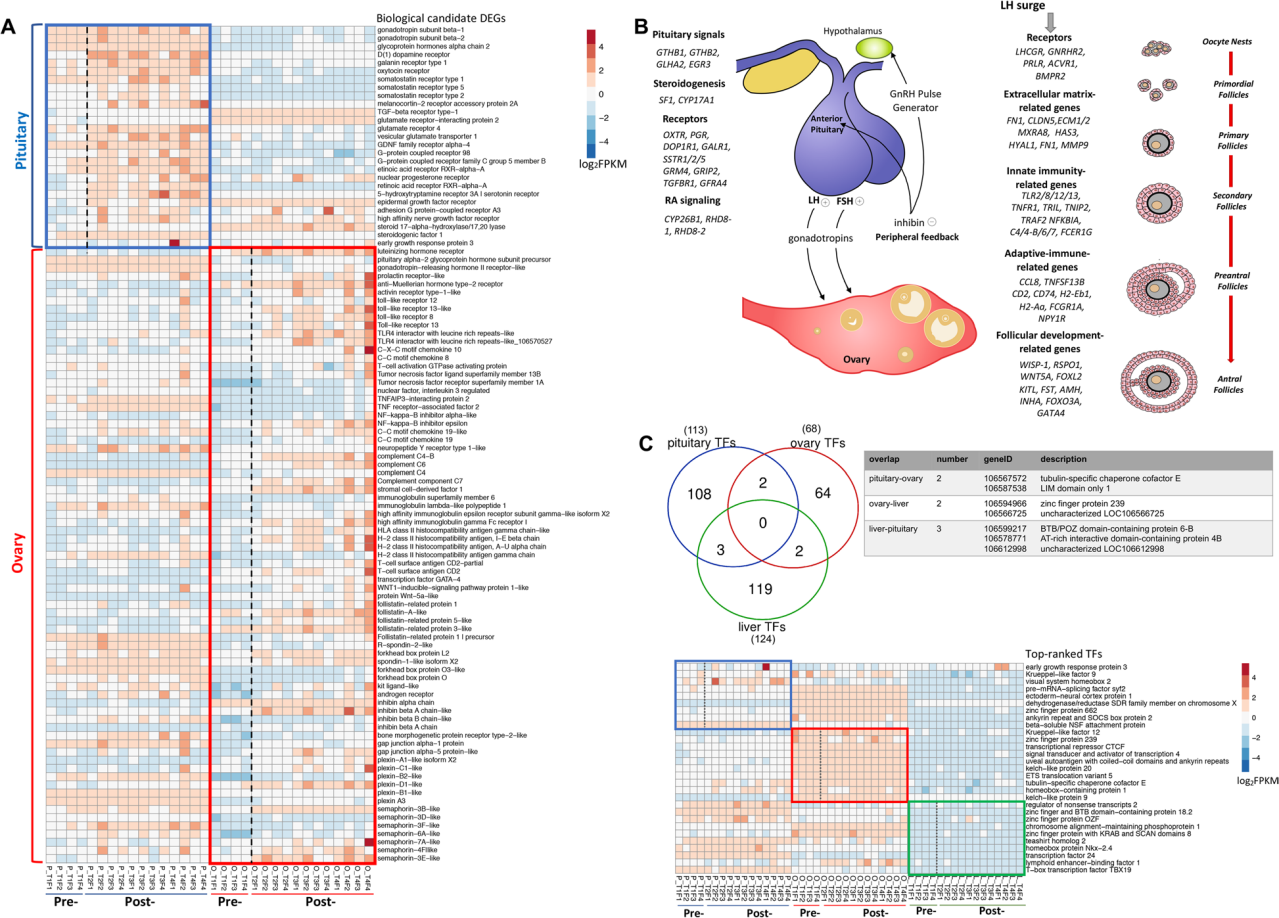
Activation of maturation candidate genes and regulatory factors in the pituitary-gonad axis (**A**), Heat map of key biological candidates with significant expression changes in pituitary and ovary during onset of maturation. The clustering shown was obtained by comparing the normalised expression values (log_2_-transformed and mean-centered FPKM values). The red-blue scale represents the relative expression values (**B**), Model of genes implicated in activation of the pituitary-ovarian axis in Atlantic salmon and their potential roles during maturation onset. Panel **B** was adapted from [32, 33] (**C**), Key transcription factors (TFs) with regulatory potential identified based on co-expression with DEGs at T4 using RIF metrics. The Venn diagram shows overlap of these TFs among the three tissues. The heatmap shows normalized expression of top10 factors per tissue ranked based on their RIF scores

In liver, many genes were differentially expressed at all end time points (T4) (Data S4). Hierarchical clustering of the liver DEGs revealed distinctive expression profiles for post-maturation and identified two distinct clusters of upregulated genes (*n* = 3336) and downregulated genes (*n* = 2347) (Supplementary Fig. S7). Upregulated gene cluster showed significant GO enrichment with respect to 45 GO-BP, 17 GO-CC and 23 GO-MF terms related to organic acid metabolic processes and mitochondrial transport (Supplementary Fig. 7 and Data S3), consistent with the understood role the liver plays to provide the energetic potential required for the transition to puberty. Taken together, the multi-tissue transcriptomic profiling identified key genes in pituitary as early triggers and ovarian genes as downstream effectors in ovary. A model of the pituitary-gonad axis genes and their roles during onset of sexual maturation is presented in Fig. 2B.

Next, we performed regulatory impact factor (RIF) analysis to identify key TFs significantly contributing to differential expression between endpoints T1 and T4 samples (where most of the transcriptomic changes have occurred). Predicted TFs (obtained from [34]) and their target DEGs at T4 were used to identify regulators with significant scores (deviating > ± 2.57 standard deviation from the mean; *P* < 0.01) (Fig. 2C; Data S4). This identified a total of 305 significant regulators (113, 68 and 123 in pituitary, ovary and liver). Most were tissue specific (*n* = 298; 97.7%) with only 7 shared among tissue pairs (Fig. 2C). Next, we ranked these regulators based on their absolute RIF1 (based on consistent differential co-expression with DEGs) and RIF2 (based on the most altered ability to predict the abundance of DEGs) scores to identify the top-10 factors and plotted their normalized expression to show higher expression in the pituitary-ovary axis (Fig. 2C). While the majority of these genes didn’t show significant changes in expression between the two time points, they were highly scored by RIF due to significant differences in correlation with DEGs in the two conditions (differential wiring). Four zinc finger proteins (such as *ZNF662* in pituitary and *ZNF239* in ovary) were among these top factors, suggesting that these members of the ZNF gene superfamily may be involved in regulating onset of maturation in salmon. In fact, the potential contribution of ZNF genes to the maturation process has been previously shown [35]. Among the pituitary top regulators, *ERG-3* encoding early growth protein 3 was highly expressed in the post-maturation samples compared to the control. ERG-3 belongs to a family of immediate early response genes that contains a conserved zinc finger DNA-binding domain that binds to GC-rich sequence in the promoter regions of target genes [36]. A member of the early growth protein family, ERG-1 along with nuclear receptor steroidogenic factor 1 (SF-1) (differentially expressed in pituitary transcriptome data) are essential TFs required for LHβ gene expression in the pituitary where EGR-1 binds and activates the LHβ promoter in combination with SF-1 [37].The DNA binding domain of EGR-1 is highly homologous among other members of this family, including EGR-3 [38].The expression patterns of both *ERG-3* and *SF1* suggests similar functions in female reproductive development in Atlantic salmon. Taken together, we showed that key regulators were identified based on their co-expression with DEGs, leading to a deepened understanding of gene regulation during maturation.

### Genome wide increase in CpG methylation levels in ovary during maturation

To investigate the regulatory mechanisms controlling differential gene expression, we constructed genome-wide CpG methylation maps for Atlantic salmon using whole-genome bisulfite sequencing (WGBS). Methylome data was collected from two biological replicates at the terminal time points (T1 and T4, Fig. 1B) from the three tissues (pituitary, ovary and liver), generating 2.6 billion paired-end uniquely mapped reads (average coverage of 11x) (Data S4). We found an average genome-wide methylation rate of 81% per sample (Supplementary Fig. S8; Data S5), similar to the rate observed in vertebrate genomes (60–90%) [39, 40]. Methylome data was assessed based on coverage, read mapping and consistency between biological replicates (see Supplementary Results; Data S5; Supplementary Fig. S8). Among the different dinucleotide contexts, CpG methylation contributed the vast majority (~ 99.5% on average) compared to CHH or CHG methylation which were excluded from further analysis (Supplementary Fig. S8; Data S5).

By comparing CpG methylation patterns between T4 and T1 timepoints, we identified 1902, 2982 and 1606 differentially methylated regions (DMRs) in the pituitary gland, ovary and liver respectively (Supplementary Fig. 9A, B; Data S6). The average length of DMRs was short (251 bp) and their distribution was both genome wide (Supplementary Fig. 9C) and strongly tissue specific, with few regions shared between tissue pairs and only 8 found in all three tissues (Supplementary Fig. 9D). The genomic location of these DMRs were highly non-random, with 52% found to overlap protein coding genes and another 18% located within 5 kb upstream or downstream of coding genes (Supplementary Fig. 9E). Next, we investigated the directionality of DMRs across tissues and found approximately equal rates of hyper-methylation (increased methylation in T4) and hypo-methylation (decreased methylation in T4) in both the pituitary and liver (Fig. 3A). Strikingly, the majority of DMRs in ovary were hyper-methylated (2175 DMRs or 73%). The increase in methylation occurred independent of genomics location (Fig. 3A), however we identified many fewer DMRs in promoters (7% of the 2175 DMRs) and 5 kb downstream of genes (11%) compared with those located in coding regions (52%) or within intergenic regions (30%). Given the ovary underwent the largest increase in upregulation of gene expression and had the highest number of DMRs, hyper-methylation appears to have played a role. This is consistent with DNA methylation having important roles during epigenomic reprograming in embryo and stem cell development [41], compared to highly stable methylomes in somatic cells [42]. Further, increased methylation response has been associated with the initiation of human puberty [43] and the ovary also undergoes the most radical physiological change during maturation as it transforms via vitellogenesis and oocyte development in preparation for egg release during spawning. The gene catalogue present within differentially methylated regions (DMRs) was assessed for their function in relation to the trait. The majority of ovarian differentially methylated genes (DMGs) were hypermethylated (*n* = 1165; 74%) (Fig. 3A) and significantly enriched for three biological process (GO-BP), one cellular component (GO-CC) and 24 molecular function (GO-MF) terms including those with maturation-related functions such as semaphorin, glutamate receptor activity and cell adhesion molecule binding (Fig. 3B; Data S7). Several genes encoding Semaphorin and Plexin proteins were upregulated in ovary (Fig. 2A) implicating a role during ovary development. In mouse, Semaphorin-4D/Plexin-B1 binding is involved in ovary follicular development through extracellular matrix re-organization, cell adhesion and proliferation [44–46].

**Fig. 3:**
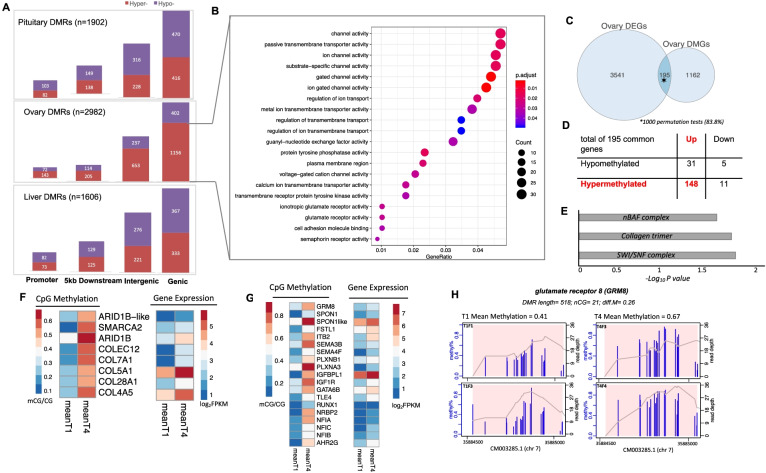
Multi-tissue DNA methylome maps reveal differentially methylated genes with key roles in salmon maturation (**A**), Changes in CpG methylation across four genomic regions per tissue, promoters were defined as regions located 5 kb upstream of transcription start sites (TSSs) (**B**), Significantly enriched gene ontology (GO) terms among ovary hypermethylated genes (*n* = 1156) against background of ovary genes (hypergeometric test, Bonferroni-adjusted *P* < 0.05) (**C**), Significant overlap between ovary DMGs and DEGs (**D**), Methylation and expression directionality at gene bodies confirms that gene body methylation is associated with gene activation (**E**), Significantly enriched GO terms (adjusted *P* < 0.05) among the list of 148 hypermethylated genes in ovary (**F**), Heatmaps showing significant increases in CpG methylation and expression of genes driving GO enrichment shown in part **F**. **G** Heatmaps showing significant increases in CpG methylation and expression of transcription factors and maturation candidate genes and among the list of the 148 genes. **H** CpG methylation profiles for the *GRM8* gene. The methylation plot shows percentages of methylated CpGs along with coverage depth at each CpG site. Pink rectangles represent the DMR and genomic coordinates are indicated below the density plot

### Co-analysis of DNA methylomes and transcriptomes implicated chromatin remodeling genes and key transcription factors

To search for evidence of a generalized and genome-wide association between gene expression levels and methylation status, expression levels for all genes with either differential gene body or promoter methylation were evaluated (Supplementary Fig. S10A, B). This revealed no correlation for either comparison, consistent with previous studies reporting weak correlation between global changes in DNA methylation and gene expression in different species including humans [47, 48] and more recently in fish [49]. We next explored the dynamic between DNA methylation and gene expression by assessing the overlap of genes declared as both DEG and DMG. The overlap was low and non-significant for liver (38 / 616 or 6% of DMGs were also DEGs) and pituitary (11 / 762 or 1.4% of DMGs were DEGs) (Supplementary Fig. S10C). However, 195 or 14% of ovary DMGs (195/1357) were also DEGs, a number that exceeded random expectation in 83.8% of 1000 permutations tests (Fig. 3C). This suggests changes in methylation status may directly control gene expression in a targeted subset of genes. If true, we would expect to see correspondence between the directionality of the expression and methylation changes. This appeared to be the case, as 82% of upregulated genes (148 / 179; Binomial *P*-value = 8.727E^− 20^) were hyper-methylated at T4 relative to T1 (Fig. 3D), matching the conventional expectation of gene body methylation mediated control of gene expression [50, 51]. The 148 genes were enriched for 3 GO-CC terms related to chromatin remodelling complexes (SWI/SNF and nBAF) (Fig. 3E; Data S7), and the associated genes displaying coordinated expression and methylation status (Fig. 3F). For example, the ARID1B gene encodes AT-rich interactive domain-containing protein 1B and SMARCA2 encodes the global transcription activator SNF2L2. Both proteins are involved in chromatin remodeling as they are core components of the Switching defective/sucrose nonfermenting (SWI/SNF) remodeling complexes [52] that carry out enzymatic change to chromatin structure by altering DNA-histone contacts [53]. These complexes are evolutionary conserved protein complexes involved in regulating diverse pathways such as differentiation and cell proliferation including gynecologic cancer (Wang et al. [51]). Indeed, many components of the SWI/SNF complexes have been implicated in embryonic germline development (Klochendler-Yeivin et al. [52]) including initiation of sex-dependent differentiation in mouse (Ito et al. [53]).

Several TFs implicated in ovary development were also present among the 148 hyper-methylated and upregulated genes. Plotting the normalized mean expression and methylation suggests a coordinated response (Fig. 3G; Data S7). Prominent examples include *RUNX1* that is a critical TF for cell lineage specification [54] and ovarian development though interaction with *FOXL2* [55]. Another gene, *TLE4*, encodes transducin-like enhancer of split 4 that is a member of the TLE co-repressor superfamily, some of which are associated with female fertility [56]. Finally, AHR2G encodes aryl hydrocarbon receptor 2 gamma and is implicated in regulating growth of ovarian follicles in mice [57]. This raises the possibility these regulatory genes serve as key regulatory factors, acting to regulate a wide array of other genes with important functions during ovarian development. Prominent candidates are IGF-1 encodes insulin like growth factor 1 that stimulates either proliferation, or differentiation of granulosa cells [58] following FSH secretion. Other genes involved in follicular development (*SPON1, PLEXNB1, SEMA4F*) [41–43] and the control of gonadotropin-releasing hormone excitability via glutamate receptor 8 [59] (Fig. 3H). Taken together, the results confirmed that while methylation alone does not control genome-wide patterns of gene expression, our integrated methylome/transcriptome analysis demonstrated that coordinated response of core components of the SWI/SNF complex and specific TFs with genes involved in ovary development, suggesting key roles during the onset of the maturation process in the target organ (ovary).

### Differential chromatin accessibility strongly correlates with bidirectional regulation of global gene expression in liver

To deepen the characterization of the epigenomic features during maturation, we performed ATAC-seq (assay for transposase-accessible chromatin sequencing [60]) to produce genome-wide maps of chromatin accessibility changes. 

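ATAC-seq uses the transposase Tn5 to insert sequencing adapters into open chromatin, so the number of reads in a region reflects how accessible its DNA is. The data came from 12 liver libraries of female Atlantic salmon, with 3 biological replicates at each of 4 time points. T1 was sampled immediately before the long-light regime, and T2, T3 and T4 followed at 2-week intervals. The authors mapped the reads to the ICSASG_v2 assembly with Bowtie2 and removed duplicate, multi-mapped and mitochondrial reads. They called peaks with MACS2, kept those found in at least 2 replicates of a time point, merged them across time points and counted the reads of each library in every merged peak with HTSeq. The paper's text does not say whether read positions were shifted for the way Tn5 binds DNA. The resulting table holds counts without normalization for 94780 consensus peaks, which it identifies by number only. A second table holds log2(CPM + 1) values (CPM, counts scaled to a common library total), and these differed by at most 4.62e-14 from values computed from the counts with no further scaling.

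The total count in peaks ranged from 11796690 to 31312069 per library at T1 (median 21349942) and from 17139509 to 22714461 at T2 (median 21626878). It ranged from 7476523 to 23759764 at T3 (median 13102712) and from 4199681 to 25088154 at T4 (median 11568806). The paper's Data S8 lists 699039115 uniquely mapped reads for these libraries, whereas the values reported beside the paper's statements use the counts in peaks. Data S8 gives T2 replicate 2 the library code of T3 replicate 2 and describes the T4 libraries as T3, so its mapped reads were assigned by the description in the first case and by the code in the others. The counts in peaks were 32.6% ± 15.9 of the uniquely mapped reads at T1, 37.1% ± 4.28 at T2, 28.7% ± 14.7 at T3 and 22.2% ± 15.3 at T4 (SD, n = 3 each). The ranges of the 4 time points overlapped, and the spread within T1, T3 and T4 exceeded the differences between their means. The paper's text does not say whether a read pair was counted once, so these shares serve to compare libraries and not as absolute values. Across peaks, Spearman correlations between libraries of the same time point were 0.634 to 0.946 (median 0.910, 12 pairs), against 0.598 to 0.942 (median 0.887, 54 pairs) between time points. The pairs within T4 were the lowest of the same time point, at 0.634, 0.750 and 0.771. Peaks within a library are not independent replicates.

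**Figure D1:**
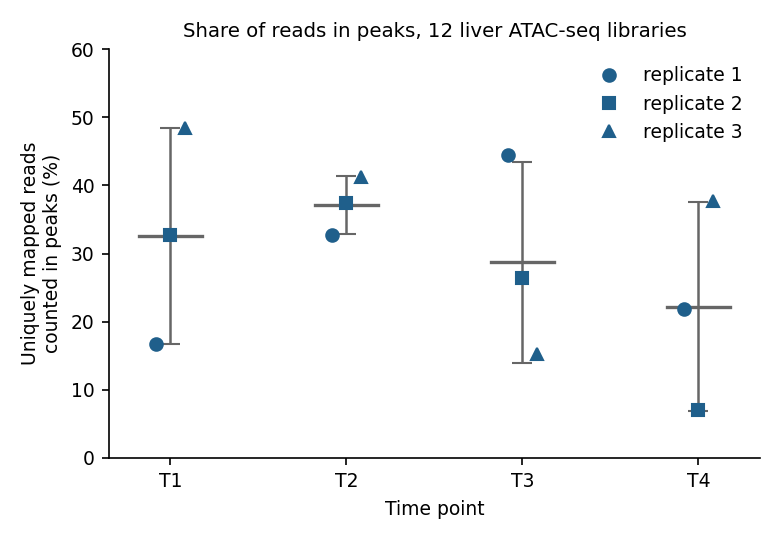
Percent of the uniquely mapped reads that were counted in peaks (vertical axis) in each of the 12 liver libraries by time point (horizontal axis), with a symbol for each replicate and with the mean and SD of the 3 libraries in grey. T4 replicate 2 had the lowest share, 7.05%, and T1 replicate 3 the highest, 48.4%.

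Differential accessibility was tested from the counts, separately for each pair of time points with its 6 libraries. Peaks with a CPM above 1 in at least 2 of the 6 libraries were kept and scaled by TMM normalization, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was applied. DARs were peaks with an adjusted P under 0.05 and an absolute log2FC above 1, as in the paper, whose text names edgeR but not its test function.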

ATAC-seq was performed for ovary among the other tissues and peak enrichment around transcription start sites used as the key quality control metric (TSS, Supplementary Fig. S11). Following data pruning, we took only 12 liver libraries (3 replicates across all 4 timepoints) and a total of 699 million uniquely mapped paired-end reads (Data S8) forward into joint analysis with RNA-seq and WGBS data.

To characterize changes in chromatin state following long light initiation, we defined differentially accessible regions (DARs) where mapping counts differed significantly (at adjusted *P* < 0.05 and log_2_FC > ±1) between T1 and other time points (Data S8). 

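Between T1 and T2, 92360 peaks were tested and 89 were DARs. An unadjusted P under 0.05 was found for 11251 peaks, where 5% of the tested peaks would be 4618. The number of DARs depended on single libraries: it was 7 without T1 replicate 3 and 1559 without T2 replicate 3, with the 4 other fits that left out a library between these values.

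The count tables and the DAR sheets of Data S8 used here identify peaks by number, so individual DARs are given by their number. The peak with the largest increase, peak98942, had 0, 1 and 1 counts in the T1 libraries and 112, 82 and 78 counts in the T2 libraries. Taking the T1 libraries at 3 counts, the most that counts as absent here, its accessibility was at least 28.2-fold higher at T2 (adjusted P = 0.00782 from edgeR's quasi-likelihood test). Next, peak74210 rose from a CPM of 1.05 ± 0.36 at T1 to 9.25 ± 3.28 at T2 (SD, n = 3 each). Its log2FC was 3.13 (standard error 0.37, adjusted P = 0.0256 from edgeR's test), and this stayed between 2.81 and 3.46 when each library was left out in turn, with an adjusted P from 0.00214 to 0.141. Standard errors of log2FC given for peaks were computed back from the F statistic of the test. They restate its P and do not measure spread separately.

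Among DARs with decreased accessibility, peak15254 had 56, 68 and 159 counts at T1 and 1, 0 and 1 counts at T2, at least 28.6-fold lower (edgeR adjusted P = 0.00828, and at most 0.0421 with a library left out). Its count was also 0 in T3 replicate 3 and 2 in T4 replicate 2, but 51 in T3 replicate 1 and 56 in T4 replicate 3. For peak53804 the CPM was 24.7 ± 10.2 at T1 and 0.27 ± 0.43 at T2 (SD, n = 3 each), a log2FC of -6.62 (standard error 0.70, edgeR adjusted P = 0.0162). Leaving out each library gave log2FC values from -9.70 to -6.03 and adjusted P values of up to 0.101. This peak was not uniformly low afterwards, with 439, 0 and 86 counts in the T3 libraries and 65, 0 and 0 in the T4 libraries. In 1 fit of all 12 libraries none of these 4 peaks was a DAR, with edgeR adjusted P values from 0.136 to 0.38. Reads amplified by PCR are not independent molecules, so the lower bounds on fold changes cover counting error only.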

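Of the DARs at T2, 40 had increased and 49 had decreased accessibility relative to T1. The increased share was 44.9% (95% Wilson interval 35.0% to 55.3%), which an exact two-sided binomial test did not separate from 50% (P = 0.397). At T3 the numbers were 2 and 2, or 50% (95% Wilson interval 15.0% to 85.0%), and at T4 there were no DARs to divide. Neighbouring peaks can change together, so DARs are not independent observations and these intervals are too narrow if they do.

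The balance depended on how libraries were scaled. TMM normalization set the median log2FC of the tested peaks near 0 at T2. Counts in peaks without TMM gave a median of -0.02 and an increased share of 42.3%, and loess offsets gave 0.01 and 41.0%. These scalings thus left the balance much the same. With the uniquely mapped reads of Data S8 as library sizes, this median was 0.18 at T2, -0.14 at T3 and -0.45 at T4. Under that scaling 302 of 404 DARs at T2 had increased accessibility (74.8%). The share was also above 50% without T1 replicate 1, where 5 of 9 DARs were more accessible at T2 (55.6%, binomial P = 1), and without T2 replicate 3, where 53.9% of 1559 were (binomial P = 0.00199). With edgeR's exact test in place of its quasi-likelihood test, the increased share was 45.1% at T2, 31.6% at T3 and 50.0% at T4.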

The direction of change was approximately balanced between DARs with increased and decreased accessibility, broadly matching the balance between up and down regulated global gene expression changes observed for liver (Fig. 1C). Starting with the subset of DARs co-located with genes (exons and introns) we found the proportion of variation in gene expression explained by chromatin accessibility changes was high (Fig. 4A, B, Supplementary Fig. S12). For example, chromatin state changes at T2, compared with T1, explained 56% of the variation in gene expression using linear regression. The dynamic was bidirectional, with accessibility changes associated with both up and down regulation of global gene expression, and strongest at the early timepoint T2 (Fig. 4B). We repeated the analysis for DARs located within 5 kb of transcription start sites to assess the strength of association with physically proximal putative cis-regulatory elements (CREs; non-coding genomic regions that could regulate expression of nearby genes). These had even higher association, explaining approximately 60% of the variation in global gene expression (Supplementary Fig. S13).

**Fig. 4:**
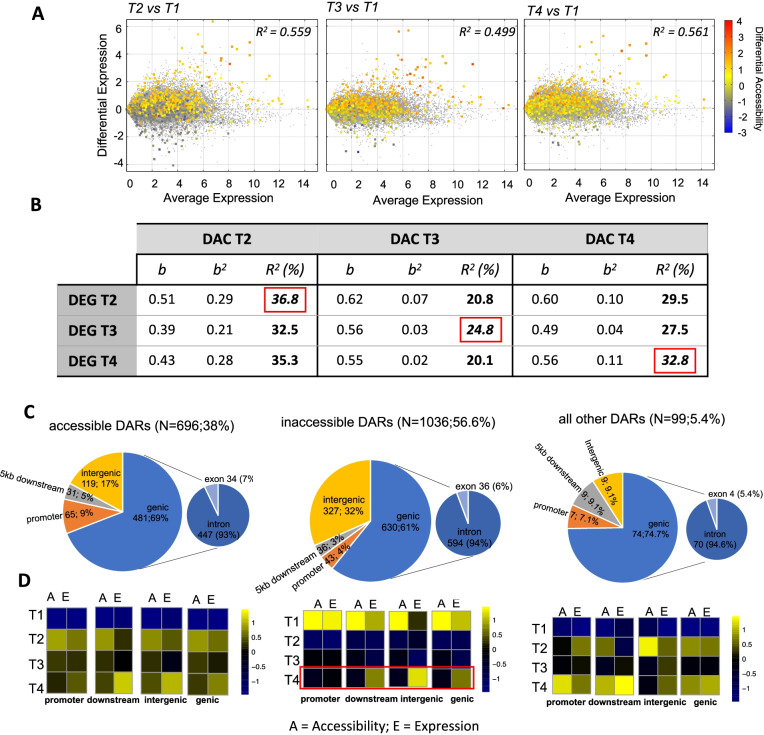
Dynamics of liver chromatin accessibility and gene expression as a function of genomic location (**A**), Chromatin accessibility and gene expression are positively correlated. 3 MA biplots showing genome-wide gene expression and overlain differentially accessible regions at gene bodies at T2, T3 and T4 compared to T1. Accessibility levels are shown in red-blue spectrum reflecting open- to closed chromatin states at gene bodies and the corresponding gene expression in grey colour (**B**), Regression analyses conducted on significant DARs located at gene bodies and gene expression data. The table shows that accessibility at T2 explains the majority of the observed differential expression throughout the experiment. Red squares highlight the correlation of the paired accessibility and expression data of the same time point (**C**), The genomic distribution of co-accessible DARs clusters across gene models in the salmon genome, promoter defined as genomic regions located 5 kb upstream of TSSs (**D**), Multi-omic heatmaps showing mean accessibility and expression at each of the four time points per genomic location

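The 3 comparisons with T1 gave 91 unique DARs, of which 87 were called at T2 only and 2 at both T2 and T3. For each of them, log2(CPM + 1) with TMM-scaled library sizes was centred on its mean over the 12 libraries. Complete-linkage clustering with Euclidean distance was then applied, and the tree was divided into 3 clusters, a number that was set and not estimated. The clusters held 49 DARs with reduced accessibility at T2, 41 with increased accessibility at T2, and 1 other DAR. When the 1831 unique peaks of the DAR sheets in the paper's Data S8 were clustered in the same way, the clusters held 602, 780 and 449 peaks. In that clustering the 449 peaks also had lower values at T2, with a mean-centred value of 0.66 ± 0.13 at T1 and -0.55 ± 0.06 at T2 (SD, n = 3 libraries).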

Hierarchical clustering of the significant DARs revealed 3 distinct clusters of similar accessibility patterns (Supplementary Fig. 14; Data S8). To explore the relationship between chromatin accessibility changes and gene expression, we first mapped the genomic location of DARs and found the majority were located in genes (65%) or within 5 kb upstream (6%) or 5 kb downstream (4%), affirming the quality of the ATAC-seq dataset (Fig. 4C). We also detected a quarter of DARs located on average 36 kb distal to their nearest gene, a low proportion in comparison to domesticated terrestrial livestock [61]. Next, we plotted the mean normalized accessibility and expression across the four genomic locations to show that CREs more tightly controlled the downregulation of genes compared to DARs located in gene bodies, downstream regions or within intergenic regions (Fig. 4D, red box). Next, we focused on CREs given their established role on transcriptional regulation via TF binding [62]. Intersecting the co-accessible cluster of DARs with gene models in the salmon genome (Supplementary Fig. S14), identified a small subset of CREs (*n* = 65) underwent increased accessibility early in the time course (Fig. 4C) and the majority (*n* = 46; 79%, Χ^2^*P* < 8.028^− 08^) of their nearest genes were upregulated in a tightly coordinated manner (Supplementary Fig. S15). The gene set associated with coordinated up regulation exhibited significant GO enrichment related to lipid metabolism and energy metabolism (AAcyl-CoA biosynthesis) (Supplementary Fig. S15). Acyl-CoA are coenzymes involved in energy synthesis, consistent with the expectation of liver function through an energetically costly transition such as maturation. Together, the previous results clearly demonstrated chromatin state changes played a dominant role in directing global gene expression changes in liver.

### Integration of multiomics data to infer gene regulatory networks underlying maturation onset

The final component of our analysis sought to integrate all available datatypes to infer gene regulatory networks (GRNs) responsible for the onset of maturation. GRNs provide a platform for integrating multiomic data and can be used to characterize the dynamics of perturbations during biological transitions such as embryogenesis, puberty, and other complex physiological evolutions [63–67]. Here, we used the approach to co-analyze genes with evidence of differential behavior using seven categories that included expression (DEGs and key TFs), changed methylation at gene bodies (DMGs) or promotors (DMPs) and differential chromatin accessibility (DACs) at genes and putative promoters (defined as regions 5 kb upstream of a transcription start site TSS). Of the seven categories, the majority of 1858 genes prioritized for GRN construction were DEG (*n* = 1400) or DMG (*n* = 700). The overlap between categories, for example where genes were both DEG and DMG (*n* = 442), is given in Fig. 5A. The gene set showed significant GO enrichment (1 GO-CC and 8 GO-MF terms) to hormone activity and steroid hormone receptor activity (Fig. 5B). The expression patterns of these genes not only showed clear tissue-specific clustering, but also resolved the maturation status of the samples (Supplementary Fig. S17) suggesting biological relevance to the trait under investigation.

**Fig. 5:**
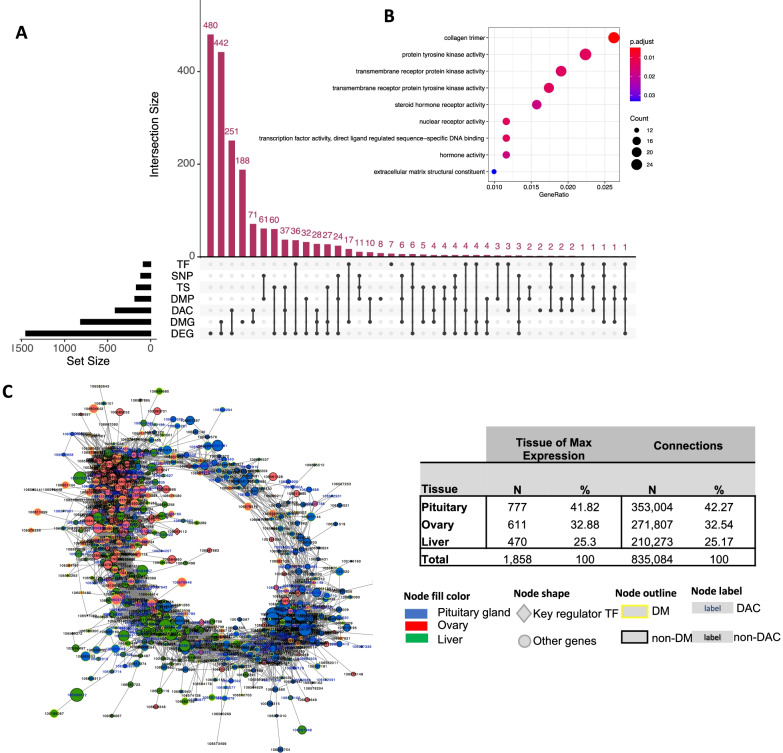
Multi-omics derived gene regulatory network (**A**), Intersection among the 1858 genes selected for network analyses. Network genes were divided into 7 categories: differentially expressed genes (DEG), differentially expressed genes/promoters (DMG, DMP), differentially accessible regions (genic and promoter regions as DAC), genes harboring SNPs reported in literature as being associated with salmon maturation (SNP), tissue-specific genes (TS) and key regulators identified by RIF (TF). The nature of a given intersection is indicated by the dots below the bar plot. For example, the 442 genes in the second column are both differentially methylated and differentially expressed but not found in other categories (**B**), Enriched gene ontology (GO) terms (hypergeometric test, Bonferroni-adjusted *P* < 0.05) among the list of 1858 network genes (**C**), Gene regulatory network constructed using the PCIT algorithm, for visualization only nodes with significant correlations ≥ ±0.95 (929 genes with 17,708 connections) were considered. All nodes are represented by ellipses except for genes coding key regulators (TFs) have diamond shape. Nodes with yellow borders are differentially methylated, whereas nodes with white labels are differentially accessible. Node colours are relative to the tissue of maximum expression with blue represents the pituitary, red represents ovary and green represents liver. The size of the nodes is relative to the normalized mean expression values in all samples. Connectivity structures of the 1858 network genes used to build the network are shown

GRN inference using 1858 genes yielded 835,084 connections with a mean of 449 connections per gene. For visualization, we only considered gene-gene connections with significance according to the PCIT algorithms and from correlations ≥0.95 (929 gene with 17,708 connections) (Fig. 5C). Most network genes (*N* = 777, ~ 42%) belonged to pituitary compared to 33 and 25% in ovary and liver. These figures also were reflected in the number of connections per tissue (Fig. 5C). Genes with the highest change in the number of connections are likely to be key regulators, and the top 20 included five zinc finger proteins (Data S9). Two of these transcription factors, ZNF664 and ZNF239, were expressed in pituitary suggesting their key role in maturation onset. Interestingly, the most highly connected genes also included two uncharacterized (dark) Atlantic salmon genes (106,590,493, 106,612,553) that displayed maximum expression in ovary.

### Differential GRN connectivity implicates TRIM25 and its associated subnetwork as key mediators of the transcriptional responses

Key regulators are likely to undergo substantial change in their number of connections and identify gene networks driving the transition to maturation. This prompted construction of separate networks using pre- and post-maturation stage data, before identifying those “hub” genes that underwent the largest change in connectivity (pipeline workflow is provided in Supplementary Fig. S1B). For visualization, we only included 10% of the most significant connections that included 1412 genes with 17,260 connections in the pre-maturation GRN and 1310 genes with 22,059 connections in the post-maturation GRN (Supplementary Fig. S18). Next, we computed the differences in the patterns among the tissues comprising the two networks. The pituitary gland and ovary had the most abundance (~ 45 and 32%, respectively) of connections compared to a lower percentage of connections (~ 23%) in liver after maturation (Supplementary Fig. S18). We computed the differential connectivity for all genes and identified the most differentially connected genes (DCGs) (*n* = 186 genes; 10%) (Data S9) between the pre- and post-maturation networks. These were mainly expressed in pituitary (44%) and most connections involved DEGs (74%) and DMGs (47%). Finally, we identified regulators that gained the most connections post-maturation (Table 1, Fig. 6). The top ranked regulators were *TRIM25*, *R3HDM2* and a salmon dark gene (uncharacterized 106,590,493) that was differentially methylated and highly expressed in ovary (Fig. 6A). TRIM25 encodes the estrogen-responsive finger protein (a ubiquitin E3 ligase) underwent a profound change (60-fold) in connectivity (from 10 to 599). It is a ZF-TF with multiple roles in signal transduction during development. It belongs to the tripartite motif-containing (TRIM) family, most of which have E3 ubiquitin ligase activities implicated in innate immunity and tumorigenesis with multiple roles in signal transduction during development [68–70]. It was predominantly expressed in pituitary and contributed to 3 categories in the network (DEG, TF, DAC).

**Table 1:** Top 20 differentially connected genes (DCGs) associated with onset of sexual maturation in Atlantic salmon. Gene annotation, tissue of maximum expression, the omic category and differential connectivity data between pre- and post-maturation are shown

GeneID	Number of connections		Differential connectivity	Annotation	Contribution	Tissue of maximum expression	Omic category
	Pre-	Post-	Post vs Pre				
106,574,348	10	599	589	E3 ubiquitin/ISG15 ligase TRIM25-like	28.57	pit	DE, DMG
106,590,493	114	657	543	uncharacterized protein LOC106590493, partial	28.57	ov	DE, DMG
106,566,126	90	609	519	R3H domain-containing protein 2-like	28.57	ov	DE, DAC
106,573,705	58	576	518	zinc finger protein 423	42.86	pit	DE, TF, DAC
106,589,399	43	551	508	protocadherin-15-like	14.29	pit	DMG
106,562,515	4	508	504	RILP-like protein 1	28.57	liv	DE, DMG
106,562,229	30	533	503	tumor necrosis factor receptor type 1-associated DEATH domain protein-like	28.57	ov	DMG, DAC
106,612,386	41	535	494	zinc transporter protein DDB_G0282067	28.57	ov	DE, DMG
106,568,904	37	525	488	putative ferric-chelate reductase 1	14.29	ov	DE
106,568,722	10	489	479	cAMP-specific 3\’,5\’-cyclic phosphodiesterase 4B-like	14.29	pit	DMG
106,606,431	487	32	− 455	metalloproteinase inhibitor 2-like	14.29	pit	DE
100,195,217	543	87	− 456	protein phosphatase 1H	28.57	liv	DE, DAC
106,613,686	560	104	−456	Krueppel-like factor 2	28.57	liv	DE, DAC
100,195,880	474	11	− 463	Ependymin-1 precursor	14.29	pit	DE
100,195,838	488	18	− 470	ependymin-2 precursor	28.57	ov	DE, DMP
106,588,682	594	113	− 481	zona pellucida sperm-binding protein 3-like	14.29	pit	DE
106,610,009	546	46	−500	guanylate cyclase soluble subunit beta-1	28.57	liv	DMP, DMG
100,194,692	513	9	−504	Krueppel-like factor 11	28.57	liv	DE, TF
100,196,465	560	31	− 529	glyoxalase domain-containing protein 5	14.29	ov	DE
106,586,502	559	7	− 552	serine/arginine repetitive matrix protein 2-like	42.86	ov	DE, DMG, DAC

**Fig. 6:**
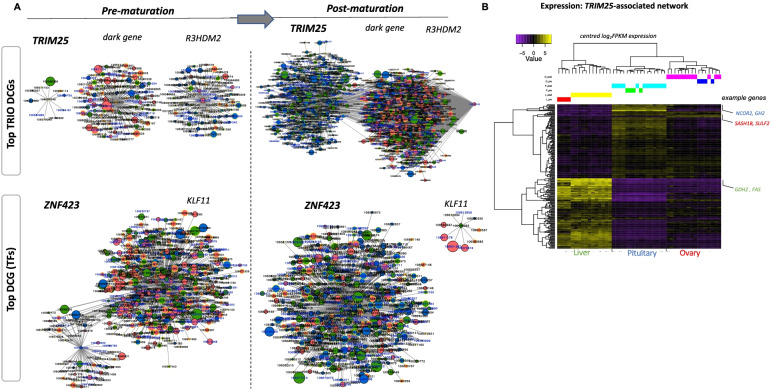
Pre- and Post-maturation networks based on differentially connected genes (DCGs) (**A**), Subnetworks of the most differentially connected trio genes between pre- and post-maturation networks (top). This revealed *TRIM25*, a E3 Ubiquitin ligase as the key regulator with the greatest number of gained connections in the post-maturation network. Subnetworks of top differentially connected regulators (TFs) (bottom), networks created with the most differentially connected TFs between pre- and post-maturation networks showed zinc finger protein 423 (*ZNF423*) as the key regulator with the greatest number of gained connections and Kruppel-like factor 11 (*KLF11*) as the regulator with the least number of gained connections going from pre- to post-maturation (**B**), Expression patterns of genes of the *TRIM25*-asscoiated network. The heatmap shows hierarchical clustering based on mean-centred normalised (log_2_FPKM) expression values

Next, we focused on TFs contained among the top 10 regulators that were differentially connected. This identified *ZNF423* to be the most differentially connected TF (from 58 to 576) and Krueppel-like factor 11 (*KLF11*) as the least differentially connected TF (from 513 to 9) (Fig. 6; Table 1). Enrichment of motifs for a ubiquitin E3 ligase (CNOT4) and ZNF TF (Zic) among ATAC-seq signals at CREs confirms their regulatory roles. Several studies have previously demonstrated roles for ZNF factors in controlling onset of female puberty in many species including humans [71–73]. Finally, we focused on the subnetwork associated with TRIM25 (being the top ranked regulator), the TRIM25-associated networks consisted of 213 genes (Supplementary Fig. S19) of which 108, 90 and 15 were highly expressed in liver, pituitary and ovary, respectively (Fig. 6B). We ranked the TRIM25-connected genes based on mean expression per tissue and identified key mediators of the transcriptional profiles observed in each tissue. NCOR2 encoding Nuclear Receptor Corepressor 2, a co-repressor that mediates transcriptional silencing of target genes and GH2 encoding the growth hormone somatotropin-2 were highly expressed in the pituitary. Genes involved in immune responses and cell signaling (SASH1B encoding SAM and SH3 domain-containing protein 1-like; involved in the TLR4 signaling pathway that may stimulate cytokine production/endothelial cell migration in response to pathogens and SULF2 encoding Sulfatase 2) were highly expressed in ovary. In liver, genes implicated in energy homeostasis (GDH2 encoding glutamate dehydrogenase that controls body energy partitioning through amino acid-derived gluconeogenesis and FAS encoding fatty acid synthase) were highly expressed (Fig. 6B).

## Discussion

Identifying the biological mechanisms controlling complex traits is a sizable challenge. We designed our study on the assumption that the dynamic network of molecules coordinating the spatiotemporal changes driving sexual maturation would be inaccessible to investigation using only a single layer of “omics”. We anchored the study around the collection of tissue transcriptomes to visualize their changing circuitry across the period where Atlantic salmon commence their trajectory towards sexual maturation. Importantly, we also characterized the changing epigenomic landscape through interrogation of DNA methylation and chromatin state changes. Integration of the resulting multiomic dataset used rigorous quantitative approaches, and when performed inside the context of a defined biological transition, has given us an unprecedented ability to characterize the onset of maturation at the molecular level in a non-model species of worldwide aquaculture and ecological importance.

The availability of dimensional data allowed us to identify the dominant epigenomic changes controlling gene expression. We conclude that global changes in DNA methylation had little predictive power to explain changing gene expression beyond a small subset involved in chromatin remodeling. While methylation changes are a striking feature of embryonic development, they appear not to have been responsible for the rapid and numerous changes in gene expression documented here. Conversely, we observed high correlation between chromatin state changes and altered gene expression for the single tissue with ATAC-seq data (liver). The correlation was highest for differentially accessible regions immediately adjacent to coding genes, implicating cis-regulatory elements.

The identification of key genes relied on characterization of differential behavior using samples collected before, and after, fish were subjected to a photomanipulation trigger designed to stimulate maturation. Multiple data patterns confirm we successfully initiated early-stage maturation. Increasing average gonadosomatic index demonstrates a physiological response occurred, and this was paralleled by significant global upregulation of gene expression in the ovary and a more modest remodeling of the pituitary transcriptome. Together, this provided confidence that the characterized DEG, DMG and DAC patterns are likely to successfully implicate genes directly involved in maturation. We showed upregulation of pituitary hormones including gonadotropins along with other pituitary genes involved in a range of reproduction related functions including steroidogenesis. Differentially methylated genes were enriched for follicular development and the control of gonadotropin-releasing hormone excitability. Integrated transcriptome and methylome analysis in ovary implicated chromatin remodeling genes in controlling maturation. Finally, differentially accessible CREs in liver were enriched for lipid metabolism and energy metabolism genes.

Despite the advantages of the multiomic approach used, limitations may be imposed by the range of tissues, timepoints and technical features of the assays used. For example, we treated tissues as homogenous entities in an approach that ignores the spectrum of constituent cell types and their differentiated roles that single-cell multiomic studies have begun to explore [73]. Further, suboptimal partitioning of the brain at dissection hampered our ability to assign the role of the hypothalamus separately from the brain stem, cerebellum, and olfactory bulb. Consequently, the variation in whole brain transcriptomes among replicates within timepoint was so large as to prevent meaningful analysis. Finally, we were unable to generate high quality chromatin state data from ovary samples despite repeated attempts. An incomplete compendium of tissues and datatypes has resulted in an imperfect view of the changing epigenomic landscape.

The promise of multiomic data will remain unfulfilled without methodological approaches capable of identifying system perturbations associated with phenotypic change. Here, we used a gene regulatory network approach which has proven successful for investigation of puberty and other complex traits [20, 65, 66]. We identified TRIM25, a gene encoding the estrogen-responsive finger protein, as the network element undergoing the most dramatic change in connectivity and strongly suggests it plays a key role. Looking forwards, it is tempting to speculate that several genes identified represent high value targets for manipulation via gene editing in an attempt to delay or ablate sexual maturation. Among the range of putative targets identified, the core components of the SWI/SNF chromatin remodeling complex (*ARID1B* and *SMARCA2*) are appealing due to their ability to exert wide ranging change in gene expression. The results described may therefore lead to better management of unwanted early maturation within an aquaculture setting where the completion of maturation is associated with reduced product quality and production inefficiencies.

## Materials and methods

### Experimental design

Animals were managed using photoperiod manipulation to synchronize the timing of commitment into maturation. A population of female brood stock were used that were ~ 36 months post fertilization in April 2017. The management of the animals and associated timeline for sampling events is given in Fig. 1A. In order to measure and control for variation between individuals, 4 fish (biological replicates) at each of the four time points (T1-T4) were used. The maturation status of animals (leading up to the long day photoperiod initiation) was monitored by ultrasound. Control samples at T1 time point were collected on mid-June 2017 before induction of maturation occurred late-June 2017. Following the application of the long photoperiod, tissues were sampled at different three time points in 2 weeks intervals (T2-T4). At each sampling event, the gonadosomatic index GSI was calculated from the ovary mass as a proportion of the total body mass as follows:

$$\mathrm{GSI}=\left[\mathrm{ovary}\ \mathrm{weight}/\mathrm{total}\ \mathrm{body}\ \mathrm{weight}\right]\times 100.$$

### RNA isolation, RNA-seq library preparation and sequencing

Tissue samples were preserved in RNA-Later at − 80 °C and total RNA was isolated using RNeasy mini kit (QIAGEN) as previously described [71]. Tissues were lysed twice in 450 μL of lysis solution on a Precellys 24 homogenizer for 30s at 4.0 ms − 1. RNA was washed twice before elution with 40 μL at room temperature. RNA quality was checked using a NanoDrop ND-1000 spectrometer, Qubit 2.0 fluorometer and Agilent 2100 bioanalyzer. Messenger RNA (mRNA) was isolated from 1 μg of total RNA. Sixty-four RNA-Seq libraries (4 time points × 4 tissues × 4 biological replicates) were prepared using the TruSeq RNA Sample Preparation Kit (Illumina). Libraries were sequenced on Illumina Nova-Seq 6000 sequencing platform at the Australian Genome Research Facility (AGRF) in Melbourne, Australia. Sequencing produced a total of 4.4 billion individual 150 bp paired-end reads and ~ 70 million PE reads per library (Data S1).

Transcriptomic data quality control (QC), genome mapping and read counting RNA-seq reads were checked for quality using FastQC software. High quality reads (Q > 30) were mapped to the Atlantic salmon genome ICSASG_v2 [74] using TopHat2 version 2.1.1 [75] using the default parameters. BAM (alignment) files were sorted by read name and converted into SAM format using SAMtools version 1.4 [76]. The package HTSeq version 0.7.2 [77] was applied to count unique reads mapped to exons using default parameters except for “reverse” with the strandedness.

### Genomic DNA isolation, WGBS library preparation and sequencing

Tissue samples were snap frozen in liquid Nitrogen (LN_2_) and stored at − 80 °C until genomic DNA (gDNA) was extracted using DNeasy blood and tissue kit (QIAGEN). Tissues were lysed in 360 μL of lysis solution on a Precellys 24 homogenizer for 30s at 4.0 ms − 1. Samples were incubated with 40 μL of Proteinase K enzyme at 56 °C for 1 h. Following lysis, samples were treated with RNase (8 μL of RNase A incubated for 2 min at room temperature). DNA was bound to the provided columns, washed twice and eluted in 100 μL at room temperature. gDNA purity were assessed by gel electrophoresis and NanoDrop ND-1000 spectrometer. DNA concentration and integrity were assessed using Agilent 2100 bioanalyzer. gDNA was fragmented (200-400 bp) by sonication using Covaris S220, followed by end repair/adenylation and adapter ligation. Bisulfite modification was performed to the DNA fragments using the EZ DNA Methylation-GoldTM Kit (Zymo Research, Inc.). Twelve libraries prepared from 3 tissues (pituitary, ovary and liver), 2 time points (T1 and T4) and 2 biological replicates. Libraries were sequenced on HiSeq 2500 sequencing platform at Novogene, Hong Kong. Sequencing produced a total of 2.2 billion individual 150 bp paired-end reads and 185 M PE reads per library. Bisulfite conversion rates (percentage of C changed to T after bisulfite treatment) were consistently > 99.8%.

### WGBS data QC, genome mapping and methylation calling

Raw data quality control was performed using Trim Galore v0.5 (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) to filter bases (Q scores < 30) and remove both universal and indexed adapter sequences. Processed high-quality data were mapped to into a bisulfite-converted version of the Atlantic salmon reference genome ICSASG_v2 [72] using BSseeker2 v2.1.8 [78] with default parameters for aligning paired-end libraries using Bowtie2 [79]. PCR duplicates were removed using Picard MarkDuplicates (http://broadinstitute.github.io/picard/). Filtered (duplicates-free) reads (110 M PE reads) were retained for downstream methylation analysis with an average genome coverage of 11x in pituitary, ovary and liver. Methylation calling was conducted using the Python script call-methylation.py within BSseeker2. CGmap files were used for subsequent exploratory and differential methylation analyses. The mstat command within CGmap tools was used to generate global and CG context (CG, CHG, CHH) DNA methylation levels [80].

### DNA methylome exploratory analyses

As CG methylation contributed to the bulk of methylated Cs, average methylation levels of genome-wide CpG positions were calculated in 50 kb bins across the genome using mbin command within CGmap tools and plotted as Violin plots using the R package vioplot, https://cran.r-project.org/web/packages/vioplot/index.html. To begin assessment of the quality of our libraries, common CpGs with minimum 10x coverage among the 12 samples were used in PCA using prcomp implemented in R. Correlation matrices (based on Pearson coefficient) were prepared using the R package corrplot (https://cran.r-project.org/web/packages/corrplot/index.html). Hierarchical clustering analysis was conducted with hclust implemented in R using compute linkage and Euclidean distances.

### Nuclei extraction, ATAC-seq library preparation and sequencing

ATAC-seq libraries were prepared from snap-frozen tissues using the Omni-ATAC method [81] with few modifications. A mortar and pestle were used to grind frozen tissue (20 mg) in LN_2_ using. The pulverized tissue powder was transferred to a pre-chilled 2 ml dounce homogenizer containing 1 mL cold 1x homogenization buffer and homogenized with the pestle to form a uniform suspension (10–20 strokes). The homogenate was filtered with a 40uM nylon cell strainer (BD Falcon) before layering onto the iodixanol solution as described previously 69. The ratio of nuclei to enzyme concentration was optimised for each sample by performing transposition reactions containing 50,000, 100,000 and 200,000 nuclei with 2.5ul of tagment enzyme in 50ul of transposition mix [81]. The transposed DNA was amplified with custom primers as described elsewhere [82], before libraries were purified using Agencourt AMPure XP beads (Beckman Coulter) and quality controlled using a Bioanalyzer High Sensitivity DNA Analysis kit (Agilent). Twelve liver ATAC-seq libraries arising from 3 biological replicates × 4 time points (T1-T4) were sequenced at the IMB sequencing facility (University of Queensland) on an Illumina NextSeq 150 cycle (2 X 75 bp).

### Chromatin accessibility data QC, genome mapping and peak calling

Sequencing produced a total of 1.2 billion individual paired-end reads (Data S8). Raw reads were mapped to the Atlantic salmon reference genome ICSASG_v2 58 using BOWTIE2 version 2.3.5.1 with the *--very-sensitive* parameter [77]. Duplicate reads were removed using the MarkDuplicates function in Picard tools (version 1.119) http://broadinstitute.github.io/picard/). Multi-mapped reads and mitochondrial reads were filtered out and only uniquely mapped reads (MAPQ > 10) were extracted from alignment files using SAMTOOLS for downstream analyses. For peak calling, the model-based analysis of ChIP-seq (MACS2) (https://github.com/macs3-project/MACS) was used to identify read enrichment regions (peaks) using default parameters “-f BAMPE”. Only peaks detected in at least two replicates per condition were used for downstream analyses, and peaks across timepoints were merged to generate a list of consensus peaks. The number of raw reads mapped to each peak was quantified using the Python package HTSeq version 0.11.1 [75].

### Statistical analyses

#### Differential gene expression and clustering analyses

The edgeR package [83] was used to analyse raw counts within the R statistical computing environment to infer differential gene expression among tissues. The four tissues at the long photoperiod time points (T2, T3 and T4) were compared to the control samples at T1. *P*-values for differential gene expression were adjusted for multiple testing using the Benjamini and Hochberg algorithm [84]. For further analyses of differential expression, only genes with a false discovery rate (FDR) of < 0.05 and have at least absolute log2(fold change) > 1 were considered significant. PCA was conducted on the lists of significant DEGs using normalised expression data (log_2_FPKM) using the function *--prin_comp* within trinity. Hierarchical clustering analysis was conducted using trinity’s utility analyze_diff_expr.pl on significant DEGs in each tissue where mean-centred normalized expression (log_2_-transformed FPKM+ 1) were compared across time points [85]. Gene clusters with similar expression patterns were obtained using the Perl script define_clusters_by_cutting_tree.pl within trinity to cut the hierarchically clustered gene tree into clusters with similar expression using the *--Ptree* option.

### Gene ontology (GO) enrichment of the identified co-expressed gene clusters

To infer the functions of the gene clusters, gene ontology (GO) enrichment was performed to identify the enriched biological themes using the R package clusterProfiler version 3.9 using default settings [86]. The ENTREZ gene identifiers of up- and downregulated clusters per tissue were used as query gene list against the background genes in each tissue. For the enrichment analysis, GO terms with a corrected *P*-value of < 0.05 were considered significant. Categories of candidate genes implicated in maturation were visualized as heatmaps using their normalised expression values with the R package pheatmap version 1.0.12 https://cran.r-project.org/web/packages/pheatmap/pheatmap.pdf.

### Inference of master regulators

Master regulator analysis was performed using regulatory impact factor (RIF) metrics described by [87] to identify key regulators contributing to the transcriptional divergence in the T4 vs T1 comparison per tissue. Predicted transcription factors (TFs) in Atlantic salmon genome were obtained from a previous salmon transcriptomic study [71]. Normalized data of these genes were retrieved for T1 and T4 samples in this current study. As most of the transcriptional changes were detected at T4, RIF was applied only to the T4-T1 comparisons for each tissue. Genes were filtered based on expression, genes with a mean expression FPKM < 0.2 were excluded. Briefly, RIF exploits the differential co-expression concept where regulators were contrasted against unique lists of genes that were differentially expressed at T4 (compared to T1) per tissue. RIF comprises of two different metrics that assign scores to putative regulators consistently differentially co-expressed with target genes (RIF1), and to those able to predict the abundance of target genes (RIF2). Those scores deviating ±2.57 standard deviation from the mean were considered significant (corresponding to a t-test *P* < 0.01). The regulators identified were used as input for construction of gene regulatory networks as summarized in Supplementary Fig. S1b.

### Differential CpG methylation analysis

The R package DSS was used to identify differential methylation regions using common CpGs [88]. In each tissue, two replicates at T4 were compared to the control samples at T1 based on CpG methylation levels. At each CpG site, the methylation (M) level was calculated as a proportion of the total counts (coverage) as follows: M levels = [methylated counts / total counts] × 100. DSS was selected as it considers the biological variation among replicates (characterized by a dispersion parameter) and the sequencing depth. Differentially methylated loci (DMLs) were identified by estimating mean methylation levels for all CpG sites followed by estimating dispersion at each site and conducting a Wald test (*P* < 0.001). Smoothing (combining information from nearby CpG sites to improve the estimation of methylation levels) was utilised to obtain mean methylation estimates in WGBS data where the CpG sites are dense. Based on the DML results, regions with statistically significant CpG sites were identified as a differentially methylated regions (DMRs) with minimum length/distance of 50 bp and minimum CpG coverage of 3. Mean methylation between groups of greater than 10% (delta = 0.1) and *P* < 0.001 was considered significant. A circos plot was produced to visualize multi-tissue genome-wide DMRs using Circos (http://circos.ca/software/). Individual DMRs were also visualized using the *showOneDMR* function within the DSS package to plot both the methylation percentages (including a smoothed curve) as well as the coverage depths at each CpG site.

### DMR annotation, DMGs/DEGs correspondence analysis

Differentially methylated regions were compared against the protein coding gene set annotated on reference ICSASG_v2 using custom Perl scripts. This classified DMRs as overlapping a gene body (genic), 5 kb upstream of a transcription start site TSS (putative promoter), 5 kb downstream of TSS (5 kb downstream), or otherwise intergenic. The distance between each DMR and nearest gene is provided in Data S5, S6. The overlap between significant genes from differential expression and methylation was checked using the intersect function within bedtools [89].

### GO enrichment of DMGs

GO enrichment analyses were conducted on both the sets of hypermethylated genes (*n* = 1156) and genes found to be hypermethylated and upregulated in ovary (*n* = 148) using the R package clusterProfiler. Genes driving GO enrichment were plotted as a heatmap using the R package pheatmap as above.

### Differential accessibility and clustering analyses

Samples from the long photoperiod time points (T2, T3 and T4) were compared to control samples (T1) for each tissue. Raw counts were analyzed using the R package edgeR and *P*-values were corrected for multiple testing using the Benjamini and Hochberg algorithm. Peaks with FDR < 0.05 and log2FC > ± 1 were considered significantly differentially accessible regions (DARs). PCA of significant DARs used normalized accessibility data (log2CPM) prepared using the function --prin_comp within Trinity. Hierarchical clustering analysis was conducted using analyze_diff_expr.pl where mean-centred normalized accessibility (log_2_CPM + 1) were compared across time points [83]. Gene clusters with similar accessibility patterns were obtained using the Perl script “define_clusters_by_cutting_tree.pl” to cut the hierarchically clustered gene tree into clusters with similar accessibility patterns as described above.

### Genomic distribution of DARs within clusters

Hierarchical clustering identified both accessible and inaccessible DAR clusters. DARs per cluster were annotated in a genomic context (genic, promoter, 5 kb downstream or intergenic) as previously done for annotation of DMRs.

### ATAC-seq and RNA-seq correspondence analysis

Only DARs co-located with genes and promoters were used for co-analysis with gene expression data. The relationship between accessibility of DARs and gene expression was visualized by overlying information of significant DARs to genome-wide normalized expression estimates in liver samples and plotted as a MA-biplot. A linear regression analyses were performed to assess correlations between accessibility and expression abundance and the effect of changes in accessibility and changes in gene expression across time. Chromatin accessibility and gene expression data were visualized using Gnuplot version 5.0.7 (http://www.gnuplot.info) by overlying accessibility data of significant DARs at genes and promoters to genome-wide normalized expression estimates at each timepoint.

Multiomic (transcription/accessibility) heatmap analysis per time point and genomic regions.

All heatmaps were produced using the R package pheatmap using normalized gene expression/accessibility values. GO enrichment analyses have been conducted on the set of nearest genes to accessible promoters using the R package clusterProfiler as described above. The integrated genome viewer (IGV) was used to visualize the relationship between accessibility and gene expression in a 15 kb region that contains HMGRC gene and its promoter region.

### Motif enrichment analyses

The function findMotifsGenome.pl within Homer software version 4.11 (http://homer.ucsd.edu/homer/) was used with default parameters to find sequence motifs significantly enriched among accessible DARs vs inaccessible DARs located within promoter regions.TF motifs that are highly enriched (*P* value < 1 × 10^− 10^) were selected.

### Gene regulatory network (GRN) analyses

Genes from different omics analyses (DEGs, DMGs, DMPs, DACs) along with transcription factors identified by RIF (key TFs), as well as information from published work for tissue-specific (TS) genes and gene-harboring GWAS SNPs (SNPs) were selected based on overlap (at least twice) and mean normalized expression (at least 0.2 FPKM) for network construction. The R package UpSetR (https://cran.r-project.org/web/packages/UpSetR/vignettes/basic.usage.html) was used to investigate the overlap among genes from different sources based on presence/absence data.

For gene network inference, the Partial Correlation and Information Theory (PCIT) algorithm was applied to the selected genes [90] to identify significant connections (edges) between genes (nodes), considering all samples for this initial network. PCIT tests the relationships between all possible three-combinations of genes (trios) to determine correlations between gene pairs considering the influence of other genes present within the dataset. Hence, this algorithm determines the significance of the correlation between given gene pairs after taking into account all the other genes included in the network. PCIT has been extensively used for integrating multitissue multiomics data to gain insights into regulatory networks associated with complex traits (Alexandre et al. [20]; Gòdia et al. [21]; Botwright et al. [22]). Connections between gene nodes were considered significant when the partial correlation was greater than 1.96 standard deviations from the mean (corresponds to *P* < 0.05). The output of PCIT was visualized using Cytoscape Version 3.7.2 [91].

To explore differential connectivity during maturation onset, two other networks were created using the same set of genes (used in the initial network): one using 12 samples at T1 (pre-maturation) and a second using 36 samples at T2, T3 and T4 (post-maturation).

The number of connections of per node was computed in both networks to identify differentially connected genes (DCGs) upon the transition to puberty. Based on the degree of differential connectivity the top 20 DCGs were identified. From these networks, we explored a series of subnetworks based on 1) the top trio DCGs and the top regulators (TFs) among based on the degrees of connectivity between pre-and post-maturation.

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

**Additional file 4.**

**Additional file 5.**

**Additional file 6.**

**Additional file 7.**

**Additional file 8.**

**Additional file 9.**

**Additional file 10.**

## Data Availability

All data, code, and material used in the analyses are available. Sequencing reads, raw and processed data used in this multiomic study have been submitted to the NCBI Gene Expression Omnibus (GEO) database under Accession numbers GSE157003 (combined data types); GSE157001 (RNA-seq); GSE156998 (ATAC-seq) and GSE156997 (whole genome bisulphite sequencing data). All codes used for gene expression (RNA-seq; https://github.com/AminRM/salmon_mat_transcriptomes), DNA methylation (WGBS; https://github.com/AminRM/DNAmethylomes), chromatin accessibility (ATAC-seq; https://github.com/AminRM/Salmon-Chromatin-Accessibility), gene networks (GRN; https://github.com/AminRM/maturation_GRN) analyses are available.

# Supplementary material for: Leveraging transcriptome and epigenome landscapes to infer regulatory networks during the onset of sexual maturation
**Source:** BMC Genomics. 2022 Jun 1;23:413. doi: 10.1186/s12864-022-08514-8
**Supplement:** Supplementary file 1 — Additional file 1.

**Supplementary Information for**

**Leveraging transcriptome and epigenome landscapes to infer regulatory networks driving the onset of sexual maturation**

Amin R. Mohamed ^1$,^ Marina Naval-Sanchez^1$,^ Moira Menzies^1^, Bradley Evans^2^, Harry King^3^, Antonio Reverter^1^, James W. Kijas 1*

**This PDF file includes:**

Supplementary Text

Figs. S1 to S18

Data S1 to S9

References (88 to 90)

Supplementary Figure S1. Schematic view of the bioinformatic workflow.

Supplementary Figure S2. Level of agreement among the four biological replicates at the four sampling events (T1, T2, T3 and T4)

Supplementary Figure S3. Multi-tissue genome-wide differences in gene expression during onset of salmon maturation.

Supplementary Figure S4. Expression level and GO enrichment for the pituitary clusters

Supplementary Figure S5. Expression level and GO enrichment for ovary gene clusters.

Supplementary Figure S6. Ovary DEGs implicated in onset of salmon maturation.

Supplementary Figure S7. Expression level and GO enrichment for liver gene clusters.

Supplementary Figure S8. Characterization of multi-tissue DNA methylomes in Atlantic salmon

Supplementary Figure S9. Multi-tissue genome-wide differences in CpG methylation during onset of salmon maturation.

Supplementary Figure S10. Weak correlation between changes in DNA methylation and gene expression in ovary.

Supplementary Figure S11. Evaluation of ATAC-seq libraries using transcription start site enrichment (TSSs).

Supplementary Figure S12 Positive correlation between gene expression and accessibility at genic regions.

Supplementary Figure S13 Positive correlation between gene expression and accessibility at promoters.

Supplementary Figure S14 Changes in Chromatin accessibility in liver during maturation onset.

Supplementary Figure S15 Accessibility at CREs

Supplementary Figure S16 Known motif enrichment results.

Data S1. (separate file)

Description of multi-tissue transcriptome (RNA-seq) data. Sequencing raw data and mapping statistics for all samples at all time points.

Data S2. (separate file)

Differentially expressed genes (DEGs) in pituitary, ovary and liver (FDR < 0.05; |logFC| > 1) at T2, T3, T4 vs T1. Statistics for differential expression along with raw counts are provided for all samples.

Data S3. (separate file)

Statistics associated with Gene ontology (GO) enrichment for each up- and downregulated gene clusters in pituitary, ovary and liver. Enriched GO categories BP, CC, MF were selected using a hypergeometric test at Bonferroni-adjusted P < 0.05.

Data S4. (separate file)

Transcription factors identified as master regulators according to the regulatory impact factor (RIF) metrics in pituitary, ovary and liver tissues (P < 0.01).

Data S5. (separate file)

Description of methylome (WGBS) data, sequencing, mapping and methylation statistics.

Data S6. (separate file)

Methylation statistics, genomic locations and annotation of differentially methylated regions (DMRs) in pituitary, ovary and liver.

Data S7. (separate file)

Statistics associated with Gene ontology (GO) enrichment for hypermethylated genes in ovary and 148 (hypermethylated/upregulated) genes in ovary. Enriched GO categories BP, CC, MF were selected using a hypergeometric test at Bonferroni-adjusted P < 0.05. Expression and methylation levels of biological candidate genes from the 148 hypermethylated/upregulated ovary genes

Data S8. (separate file)

Description of chromatin accessibility (ATAC-seq) data, sequencing, mapping statistics. Differentially accessible regions (DARs) in liver (FDR < 0.05; logFC 1) at T2, T3, T4 vs T1. Statistics for differential accessibility along with raw counts are provided for liver samples. Genomic locations and annotation of liver differentially accessible regions (DARs) in accessible and inaccessible clusters.

Data S9. (separate file)

Differentially connected genes (DCGs) (10%) between pre- and post-maturation GRNs. The table shows number of connections per gene (connectivity degree) in both pre-and post-maturation, differential connectivity (Post vs Pre), annotation, tissue of maximum expression and attributes for the different categories.

Supplementary Information Text

**Supplementary results.**

**Salmon multi-tissue transcriptome profiling during maturation:**

A total of 4.4 billion 150 bp paired-end (PE) reads were obtained from 64 RNA-Seq libraries (~70 million PE reads per library). Hierarchical clustering of expression data revealed agreement among the biological replicates in each tissue and resolve the long photoperiod treatment (T2, T3 and T4) from the control samples at T1, as shown in the pairwise Spearman correlations between samples except for the brain samples that showed inconsistency among replicates, hence excluded from further analyses (Supplementary Fig.S2). The brain samples originated from heterogenous brain tissue of multiple regions and the sampling regions weren’t consistent throughout the experiment. The brain-pituitary-gonad (BPG) axis is a key regulator of sexual development in vertebrates. Activation of neurons in the hypothalamus leads to production of gonadotropin releasing hormones (GnRH), which stimulate the release of gonadotropins from the pituitary gland that induce the production of gonadal steroids, which in turn affect various aspects of sex-related physiology, secondary sexual characteristics and behaviour. In the next sections, the transcriptome results from the three tissues are investigated.

Pituitary transcriptome profiling revealed few genes (n=10) were differentially expressed, of which 7 and 3 genes were down- or upregulated, respectively in the pituitary gland at T2. However, the response at T3 and T4 involved more genes; 221 DEGs (75 and 146 genes were down- or upregulated) at T3 and 213 DEGs (76 and 236 genes were down- or upregulated) at T4. The range of log2(fold-change) and false discovery rates are summarized (Supplementary Fig.3; Data S1). Upregulated gene cluster showed significant GO enrichment with respect to 23 GO-BP (Biological Process), 13 GO-CC (Cellular Component) and 38 GO-MF (Molecular Function) terms (Supplementary Fig.S4 and Data S5) related to maturation related functions as G protein−coupled receptor signalling and hormone activity. While 32 GO-BP and 10 GO-MF terms related to receptor ligand activity and developmental process involved in later stages of reproduction (derived from the presence of many genes of ZP3 encoding zona pellucida sperm-binding protein 3 that is essential for sperm binding during fertilization) showed significant enrichment among the downregulated gene cluster (Supplementary Fig.S4).

In ovary, significant transcriptome remodelling occurred during maturation that involved differential expression of ~ 6000 genes after maturation induction (ie: at T2, T3 and T4) compared to the control T1 (adjusted P < 0.05) (Supplementary Fig.S3). 466 ovary genes were differentially expressed at T2 (63 and 403 genes were down- or upregulated). At T3, 1790 were differentially expressed (81 and 1709 genes were down- or upregulated). At T4, the ovarian transcriptome underwent extensive remodelling of 3737 genes (240 and 3497 genes were down- or upregulated) (Data S3). Hierarchical clustering of the ovary DEGs revealed distinctive expression profiles for post-maturation and identified two distinct clusters of upregulated genes (n=3476; 58% of ovary DEGs) and downregulated genes (n=301) (Supplementary Fig.S5). Upregulated gene cluster showed significant GO enrichment with respect to 145 GO-BP, 15 GO-CC and 75 GO-MF terms related to cell adhesion, immune/inflammatory response, development (Supplementary Fig. 5c; Supplementary Table 6). While 16 GO-MF terms related to channel activity were enriched among downregulated cluster (Supplementary Fig.S5; Data S6). Ovary DEGs were grouped based on their functional profile into gene categories that are implicated in onset of sexual maturation (Supplementary Fig.S6).

4001 genes were differentially expressed in liver at T2 (1821, 2180 genes were down- and upregulated). At T3, 2153 were differentially expressed (957, 1196 genes were down- and upregulated). At T4, the liver transcriptome underwent extensive remodelling of 3387 genes (1301, 2086 genes were down- and upregulated) (Data S4). Hierarchical clustering of the liver DEGs revealed distinctive expression profiles for post-maturation and identified two distinct clusters of upregulated genes (n=3,336) and downregulated genes (n=2,347) (Supplementary Fig.S7). Upregulated gene cluster showed significant GO enrichment with respect to 45 GO-BP, 17 GO-CC and 23 GO-MF terms related to organic acid metabolic processes and mitochondrial transport (Supplementary Fig. 7 and Supplementary Table 7). While less terms were enriched among downregulated cluster; 14 GO-BP, 13 GO-CC and 8 GO-MF terms related to translation and developmental process involved in reproduction mainly sperm-egg recognition during binding of sperm to zona pellucida (Supplementary Fig.S7 and Data S7).

**Salmon multi-tissue DNA methylome profiling based on WGBS data:**

Methylome sequencing produced 4.4 billion reads, with average coverage of ~18x for each of the 12 DNA methylome libraries (2 replicates x 2 conditions x 3 tissues) (Data S9). We plotted the average CpG methylation levels in genomic bins to show the methylation levels are within the 0 to 1 range (Supplementary Fig.S8). Clustering analysis of the common CpGs in the 12 DNA methylome libraries revealed three main clades that grouped samples according to tissue type, but also separated the samples according to the maturation status. PCA analysis of common CpGs showed high variation among the ovary samples implying extensive remodelling in the ovarian methylomes (Supplementary Fig.S8).

**Chromatin accessibility data (liver):**

We obtained a total of ~750 million individual paired end reads from 12 liver libraries (3 replicates x 4 time points). An average of 93% mappability (duplicates free uniquely mapped reads) and 29 million qualified paired-end reads (sequencing fragments) per library were obtained. 

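Data S8 of the paper lists between 83653 and 103473 peaks called per liver library, a mean of 93547 in the paper's own values. Of the consensus peaks, between 88090 (T4 replicate 2) and 93734 (T2 replicate 1) had at least 10 counts in a given liver library. The median count per peak was 31 in the library where it was lowest and 153 where it was highest. Libraries from ovary were not analysed here.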

On average, ~94,000 high-confidence open chromatin regions (or peaks) were identified across liver and ovary libraries (Data S16). These peaks were enriched around transcription start sites (TSSs) (Supplementary Figure S11).

Differential accessibility analyses revealed a strong early remodelling in the chromatin state landscape, as most DARs were observed at T2 (n=1,501) before decreasing in stepwise fashion at T3 (n=477) and T4 (n=148; Data S17, S18). 

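The comparison of T3 with T1 covered 93444 peaks and gave 4 DARs, with 6655 peaks at an unadjusted P under 0.05 where 5% would be 4672. The comparison of T4 with T1 covered 94355 peaks and gave 0 DARs, with 11440 peaks at an unadjusted P under 0.05 where 5% would be 4718. The numbers of DARs differed between tests. From T2 to T4 edgeR's exact test called 1502, 475 and 136 DARs, and DESeq2 called 1522, 526 and 308. Under both tests the number fell at each step. With each library left out in turn, the quasi-likelihood test called 4 to 18 DARs at T3 (18 without T3 replicate 3). At T4 it called 0 DARs in 5 of these 6 fits and 13435 in the fit without T4 replicate 3.

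**Figure D2:**
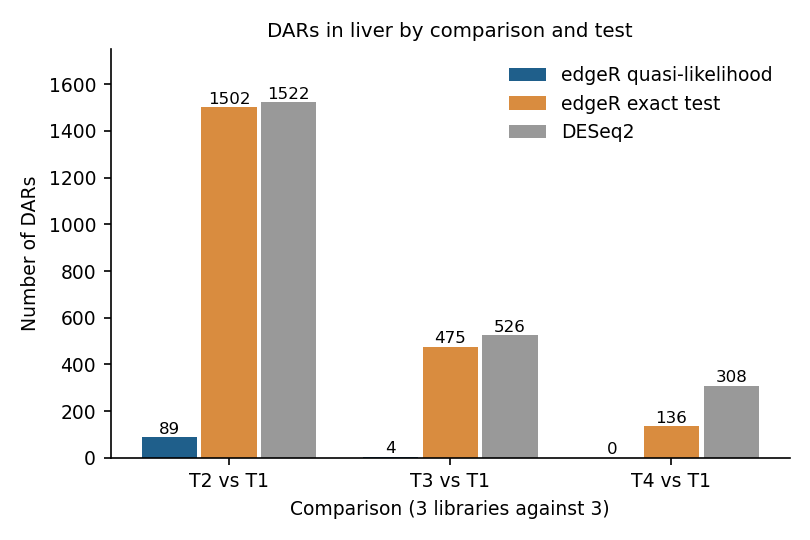
Number of DARs (vertical axis) in each comparison of a later time point with T1 (horizontal axis), 3 libraries against 3, for edgeR's quasi-likelihood test, edgeR's exact test and DESeq2 (bars). The quasi-likelihood test called 89, 4 and 0 DARs, and the other 2 tests called more in every comparison.

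At T3, peak14200 rose from a CPM of 2.74 ± 0.49 at T1 to 26.5 ± 1.93 (SD, n = 3 each; log2FC 3.29, standard error 0.25, adjusted P = 0.00195 from edgeR's quasi-likelihood test). At T2 its CPM spread from 3.50 to 21.6 between libraries. The DAR with the largest increase, peak98942, was at least 33.8-fold higher at T3 than at T1 (edgeR adjusted P = 0.00423). Both DARs with decreased accessibility kept their direction in every fit that left out a library. For peak72977 the CPM was 18.1 ± 3.30 at T1 and 2.44 ± 0.31 at T3 (SD, n = 3 each), a log2FC of -2.88 (standard error 0.26, edgeR adjusted P = 0.00496). For peak87193 the CPM was 8.85 ± 0.29 at T1 and 0.97 ± 0.31 at T3 (SD, n = 3 each), a log2FC of -3.19 (standard error 0.33, edgeR adjusted P = 0.0159, and up to 0.093 with a library left out). With mapped reads as library sizes, peak14200 and peak72977 were no longer DARs (edgeR adjusted P = 0.152 and 0.183). In the fit of all 12 libraries peak14200 and peak87193 were not DARs (edgeR adjusted P = 0.632 and 0.0841), and with loess offsets peak98942 was not (edgeR adjusted P = 0.0537). The T4 peak with the smallest FDR in Data S8, peak55987, fell from a CPM of 38.4 ± 5.69 at T1 to 3.38 ± 1.70 at T4 (SD, n = 3 each). Its log2FC was -3.51 (standard error 0.45), and edgeR's quasi-likelihood test gave an adjusted P of 0.389, with 0.0208 to 0.882 when each library was left out.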

We next asked if the early changes in chromatin state persisted throughout the time course using hierarchical clustering. The majority of DARs (n=1,036 or 57%) exhibit reduced accessibility at T2 compared with T1 and subsequently remained unchanged at later time points (Supplementary Figure S14). Similarly, regions that gained accessibility at T2 (n=696 or 38%) also remained unchanged at later timepoints. This left less than 10% of DARs (n=99) that displayed an oscillating pattern following the onset of the maturation. Together, this revealed the ATAC-seq signatures were predominantly stable chromatin state changes, as opposed to pulsatile epigenomic changes.

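The 49 DARs of the cluster with reduced accessibility had a mean-centred log2(CPM + 1) of 0.98 ± 0.08 at T1 and -0.66 ± 0.09 at T2 (SD, n = 3 libraries each). At T3 it was -0.09 ± 0.28 and at T4 it was -0.23 ± 0.37. The T2 libraries were at -0.76, -0.63 and -0.59. The T3 libraries lay at 0.13, -0.41 and 0.00, all above the T2 libraries and below the T1 libraries. In T4 replicate 1 the value was -0.64, within the range of T2, while T4 replicates 2 and 3 were at -0.13 and 0.08. When the peaks of Data S8 were clustered, the 602 peaks of the cluster with reduced accessibility were at 0.79 ± 0.06 at T1, -0.23 ± 0.22 at T2, -0.23 ± 0.18 at T3 and -0.33 ± 0.37 at T4 (SD, n = 3 libraries each). Because the DARs were chosen for a difference between the T1 and T2 libraries, the T1 and T2 values are displaced by that choice and no test was made on the profile. Some peaks of Data S8 were chosen for a difference between T1 and T3 or T4, which displaces their later values from T1 as well.

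**Figure D3:**
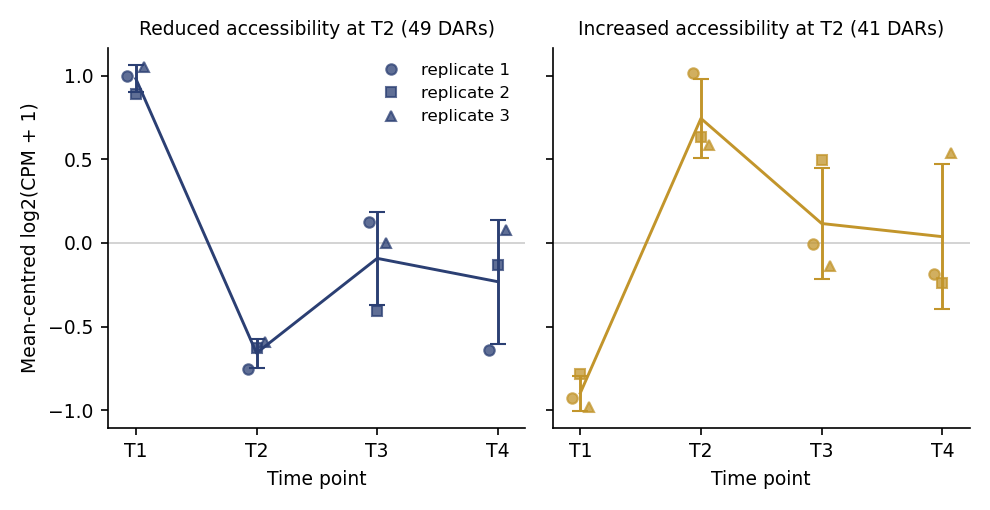
Mean-centred log2(CPM + 1) (vertical axis) at each time point (horizontal axis) of the 49 DARs with reduced (left) and the 41 DARs with increased accessibility at T2 (right). Symbols are the averages over DARs in each library, and the line joins the means of the 3 libraries, with their SD as bars; in both clusters the T3 and T4 means lie between those of T1 and T2.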

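In the cluster with increased accessibility, the mean-centred log2(CPM + 1) over 41 DARs was -0.90 ± 0.10 at T1, 0.74 ± 0.24 at T2, 0.12 ± 0.33 at T3 and 0.04 ± 0.43 at T4 (SD, n = 3 libraries each). All 6 libraries of T3 and T4 lay above the T1 libraries, the highest of which was at -0.78, and below the T2 libraries, the lowest of which was at 0.59. The T3 libraries were at -0.01, 0.49 and -0.14 and the T4 libraries at -0.19, -0.24 and 0.54. The spread within T3 and within T4 was larger than the difference between their means. With the peaks of Data S8, the 780 peaks of the cluster with increased accessibility were at -0.70 ± 0.08 at T1, 0.51 ± 0.43 at T2, 0.10 ± 0.28 at T3 and 0.09 ± 0.31 at T4 (SD, n = 3 libraries each). The order of the libraries did not hold in that cluster: T2 replicate 3 was at 0.05, below T3 replicate 2 at 0.41 and T4 replicate 3 at 0.45.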

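The remaining cluster held 1 DAR, 1.10% of the unique DARs. It was peak53804, with a mean-centred log2(CPM + 1) of 2.51 ± 0.53 at T1, -1.81 ± 0.46 at T2, 0.53 ± 2.32 at T3 and -1.23 ± 1.51 at T4 (SD, n = 3 libraries each). The replicates of T3 ranged from -2.10 to 2.28 and those of T4 from -2.10 to 0.51, so the rise from T2 to T3 did not exceed the spread between replicates. When 1 minus the Pearson correlation was used as the distance, the single DAR was another peak, whose mean-centred value was 1.21 ± 0.25 at T1 and -1.26 ± 0.13 at T3.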

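The later time points were also compared with one another by edgeR's quasi-likelihood test. Between T3 and T2, 0 of 92741 peaks were DARs, with 5734 at an unadjusted P under 0.05 where 5% would be 4637. Between T4 and T2, 0 of 93857 were, with 8238 against 4693, and between T4 and T3, 0 of 94313 were, with 5205 against 4716. Other settings did call DARs. In the same order of comparisons the exact test called 63, 19 and 2, and DESeq2 called 98, 80 and 4. Leaving out T4 replicate 3 gave 15155 DARs between T4 and T2 and 2 between T4 and T3, and leaving out T3 replicate 1 gave 3 between T3 and T2.

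To compare the size of the change, each T2 library was left out in turn and DARs were called from the other T2 libraries against T1, which gave 13, 11 and 1559 DARs in the 3 rounds. The median change from T1 of these DARs in the left-out T2 library ranged from 0.48 to 2.16 on the log2(CPM + 1) scale. Divided by that change, the change in the T3 libraries was 1.04 ± 0.45 and that in the T4 libraries was 1.12 ± 0.17 (SD, n = 3 libraries each), where 1 means that the T2 change was fully kept. The ratio depended on the T2 library left out: with T2 replicates 1, 2 and 3 left out in turn it was 0.71, 0.88 and 1.52 at T3 and 0.67, 0.98 and 1.71 at T4. The rounds had very different numbers of DARs, and all its changes are measured from the same T1 libraries that chose the DARs. From clusters that changed at T2 and then, in its reading, remained unchanged, the paper concludes that the changes in chromatin state were predominantly stable and not pulsatile.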

We focused on the subset of CREs that underwent significant increase in accessibility during the time course (Supplementary Fig.S15) to evaluate i) the expression behaviour of their closet gene; ii) the biological function of those genes, and iii) any enrichment for transcription factor binding sites. To provide a fine-scale view of this cis-regulation, a 15 kb region of Ssa15 spanning the CRE and exons of a gene that regulates hepatic lipid metabolism (HMGCR) (88) is provided in Supplementary Fig.S15. The final analysis used HOMER to search for TF motifs that bind master regulators driving gene transcription (89). Specifically, we computed the enrichment of TF motifs in CREs that gained chromatin accessibility against a background that remained inaccessible. This revealed significant enrichment of 13 motifs, corresponding to the preferred binding sites of specific transcription factors present in 29 - 58% of targets following the onset of maturation (Supplementary Figure S16). Among these, the most significant motif matched the global transcriptional regulator E3 Ubiquitin-Protein Ligase CNOT4 that regulates essentially every aspect of gene expression, from mRNA synthesis to protein destruction including the degradation of RNAPII (90). The results strongly suggest that chromatin state changes at CREs directly control gene expression in liver and upregulate energy metabolism genes via changes in TF activity.

**Supplementary Figure S1.** Schematic view of the bioinformatic workflow for **a** Analyses of RNA-seq, WGBS and ATAC-seq data. Illumina reads were mapped onto the Atlantic salmon genome and alignment files were processed to extract gene expression counts, CpG methylation, peak counts for downstream analyses of differential analyses using different packages in the R environment. **b** Inference of master regulators and gene regulatory network (GRN) construction. RIF metrics were used to identify master regulators contributing to differential expression observed at T4 in pituitary, ovary and liver. The unique list of these regulators was integrated with other multi-omics results that included differentially expressed genes from three tissues (DEGs), differentially methylated genes and promoters from three tissues. Differentially accessible chromatin (co-located with gene bodies and promoters regions) from liver. Along with data about genes-harboring SNPs and tissue-specific (TS) genes obtained from previous maturation GWASs and tissue-specific transcriptomes derived from the same samples. Gene networks were used to integrate the previous results the PCIT algorithm.

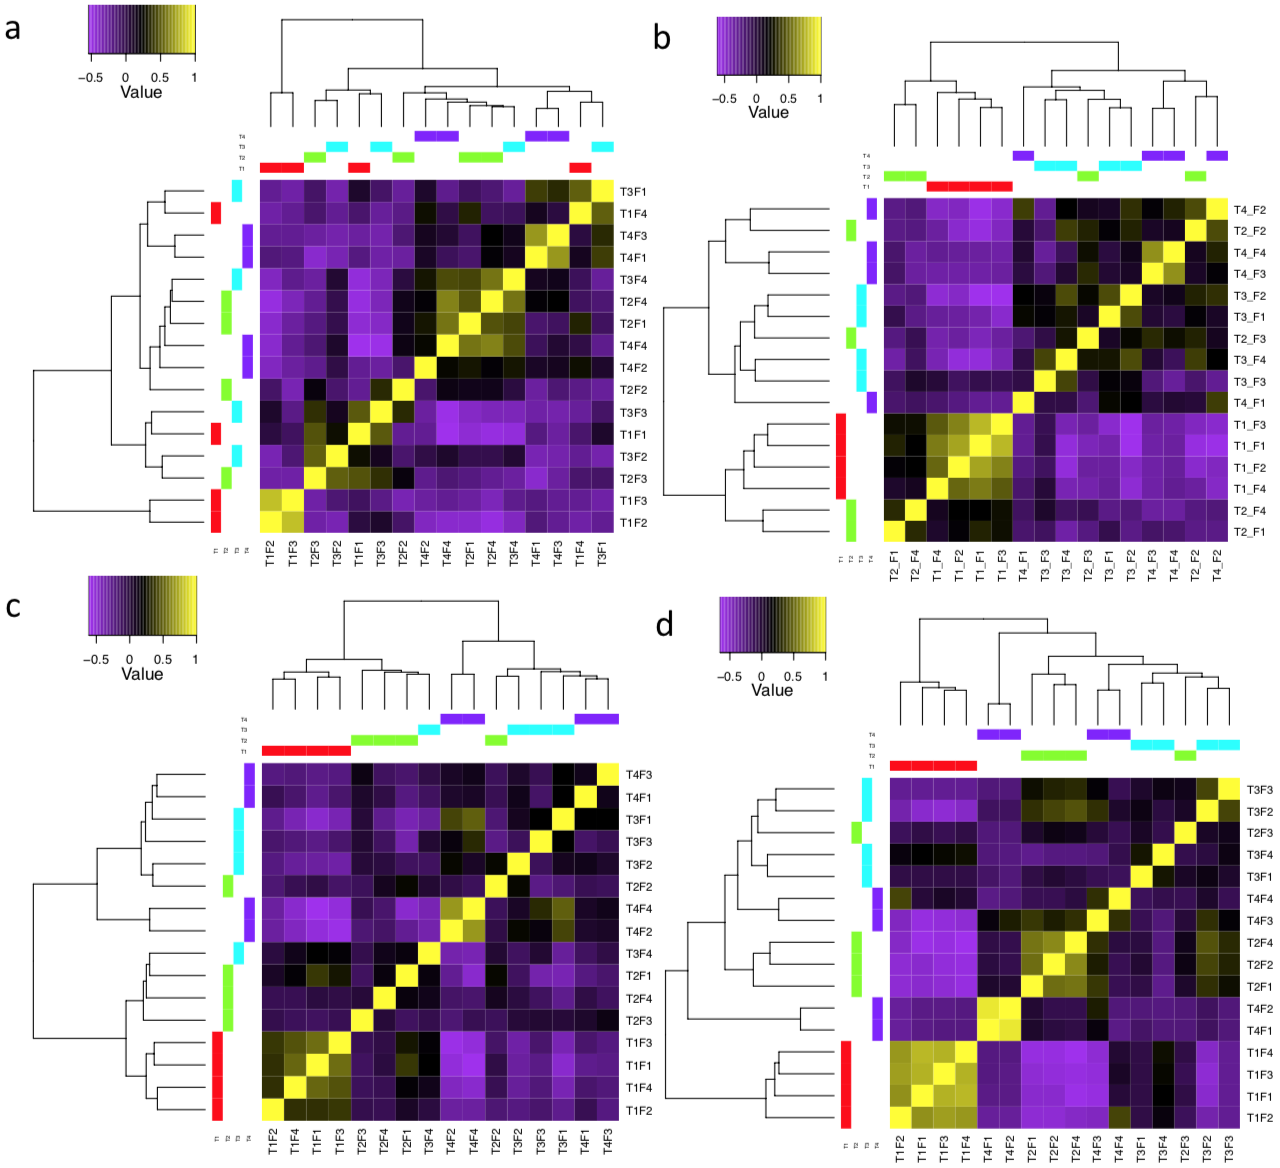

**Supplementary Figure S2.** **Level of agreement among the four biological replicates at the four sampling events (T1, T2, T3 and T4).** The heatmaps show the hierarchical clustered Spearman correlation resulting from comparing genome-wide expression values (log_2_CPM) for all samples against each other in brain **a**, pituitary **b**, ovary **c**, and liver **d**. The level of correlation is presented by a colour field. Sample clustering reveal grouping of the samples from mature fish specially at T3 and T4 in pituitary, ovary and liver. Brain samples failed to achieve such level of grouping due to inconsistent sampling of the heterogenous brain tissue, hence the brain samples were excluded from further analyses.

**Supplementary Figure S3. Multi-tissue genome-wide differences in gene expression during onset of salmon maturation**. An adjusted *P* < 0.05 and logFC > ±1 was used to identify significant differentially expressed genes (DEGs). The overlap among down- and upregulated genes along with hierarchical clustering are shown for **a** pituitary, **b** ovary and **c** liver. It’s worth noting that *GLHA2* (the common subunit present in gonadotropins) was consistently upregulated in the pituitary throughout the experiment. The clustering shown was obtained by comparing normalised expression (FPKM) for samples at T2, T3 and T4 compared to the control at T1. Expression values were log_2_-transformed and mean centred by gene. The relative expression values are shown in yellow-navy scale.

**Supplementary Figure S4. Expression level and GO enrichment for the pituitary clusters. a**, **c** Trends in gene expression for the up- and downregulated cluster in pituitary. The Y-axis represents the mean-centred log_2_(FPKM+1) value, expression of single genes is plotted in grey while the mean expression of the genes is plotted in blue. **b**, **d** Enriched gene ontology (GO) terms (hypergeometric test, Bonferroni-adjusted P < 0.05) among the list of the up- and (N=333) downregulated (N=125) and the gene ratio for the genes that map to each term.

**Supplementary Figure S5. Expression level and GO enrichment for ovary gene clusters**. **a, b** Trends in gene expression for the up- and downregulated clusters in ovary. The Y-axis represents the mean-centred log_2_(FPKM+1) value, expression of single genes is plotted in grey while the mean expression of the genes is plotted in blue. **c**, **d** Enriched gene ontology (GO) terms for each cluster (hypergeometric test, Bonferroni-adjusted P < 0.05 and the gene ratio for the genes that map to each term.

**Supplementary Figure S6. Ovary DEGs implicated in onset of salmon maturation**. The multi-panel heat maps show genes implicated in and/ or encoding **a**, steroidogenesis and hormone receptors. **b**, growth factors. **c**, extracellular matrix remodeling. **d**, follicular development. **e**, immune- and inflammatory responses. The clustering shown was obtained by comparing normalized expression (FPKM) for samples at T2, T3 and T4 compared to the control at T1. Expression values were log_2_-transformed and mean centered by gene. The relative expression values are shown in yellow-navy scale.

**Supplementary Figure S7. Expression level and GO enrichment for liver gene clusters**. **a, b** Trends in gene expression for the up- and downregulated clusters in liver. The Y-axis represents the mean-centered log_2_(FPKM+1) value, expression of single genes is plotted in grey while the mean expression of the genes is plotted in blue. **c**, **d** Enriched gene ontology (GO) terms for each cluster (hypergeometric test, Bonferroni-adjusted P < 0.05 and the gene ratio for the genes that map to each term.

**Supplementary Figure S8. Characterization of multi-tissue DNA methylomes in Atlantic salmon**. **a**, Global DNA methylation levels at different CG context (CG, CHG and CHH) in liver (L), ovary (O) and pituitary (P) at the two replicates of the control (C) and mature (M) samples. CpG methylation contributes to 99.5% of methylated Cs. **b**, Violin plot showing average CpG methylation levels in genomics bins across the twelve methylome libraries shows similar profiles for samples of each tissue. **c**, Correlation matrix of replicates using common CpGs, replicates of the same tissue shows higher correlation and clustered together. **d**, Principal Component Analysis (PCA) using common CpGs separates samples by tissues along PC1 (explaining 29.8% of the variance) and shows extensive variation among ovary methylomes along PC2.

**Supplementary Figure S9. Multi-tissue genome-wide differences in CpG methylation during onset of salmon maturation**. **a**, Hierarchical clustering of the common CpGs in the 12 methylome libraries reveals clustering by tissue type and grouping pituitary and ovary in a cluster and liver in the other. This shows variation in methylation is much lower between replicates of the same sample compared with variation among tissues. **b**, Bar graph showing significant DMRs identified for each tissue and ovary having the highest number of DMRs. A *P* threshold of 0.001 and delta (difference of the two group means) > 10% were used to identify significant differentially methylated regions (DMRs). **c**, Circos plot shows significant differentially methylated regions (DMRs) detected in T4 samples compared to the control T1 in pituitary, ovary and liver (from the outer circle inwards). **d**, Venn diagram shows minimum overlap among DMRs in the three tissues. **e,** Relative distribution of DMRs across genic, promoters, 5kb downstream and intergenic regions of the salmon genome in pituitary, ovary and liver are shown. DMR genomic distribution reveals on average 70% of DMRs were co-located within 5kb of a gene.

 **c**

**Supplementary Figure S10.** Weak correlation between changes in DNA methylation and gene expression in ovary. The MA biplots showing lack of correlation between genome-wide differential gene expression in T4-T1 ovary samples in yellow and methylation levelse in blue-red spectrum reflecting hypo-to hypermethylation at both gene bodies (**a**) and promotor regions (**b**). Linear regression analyses further confirmed very low R-squared values in both cases. **c**, Overlap between sets of DMGs and DEGs detected at T4 vs T1 per tissue.

**Supplementary Figure S11**. Evaluation of ATAC-seq libraries using transcription start site enrichment (TSSs). To check that accessibility data, TSS enrichment was used for signal to noise calculation. The plots show density plots and heatmaps for reads ±1 kb around TSSs for 12 ATAC-seq liver libraries (4 time points x 3 replicates).

**Supplementary Figure S12** **Positive correlation between gene expression and accessibility at genic regions.** 9 MA biplots showing dynamics of genome-wide gene expression and overlain differentially accessible regions at gene bodies in liver at T2, T3 and T4 compared to T1. Chromatin accessibility levels are shown in red-blue spectrum reflecting open-to closed chromatin at gene bodies and the corresponding gene expression in grey colour. Note that R^2^ values are the highest when using gene expression and accessibility from the same time point.

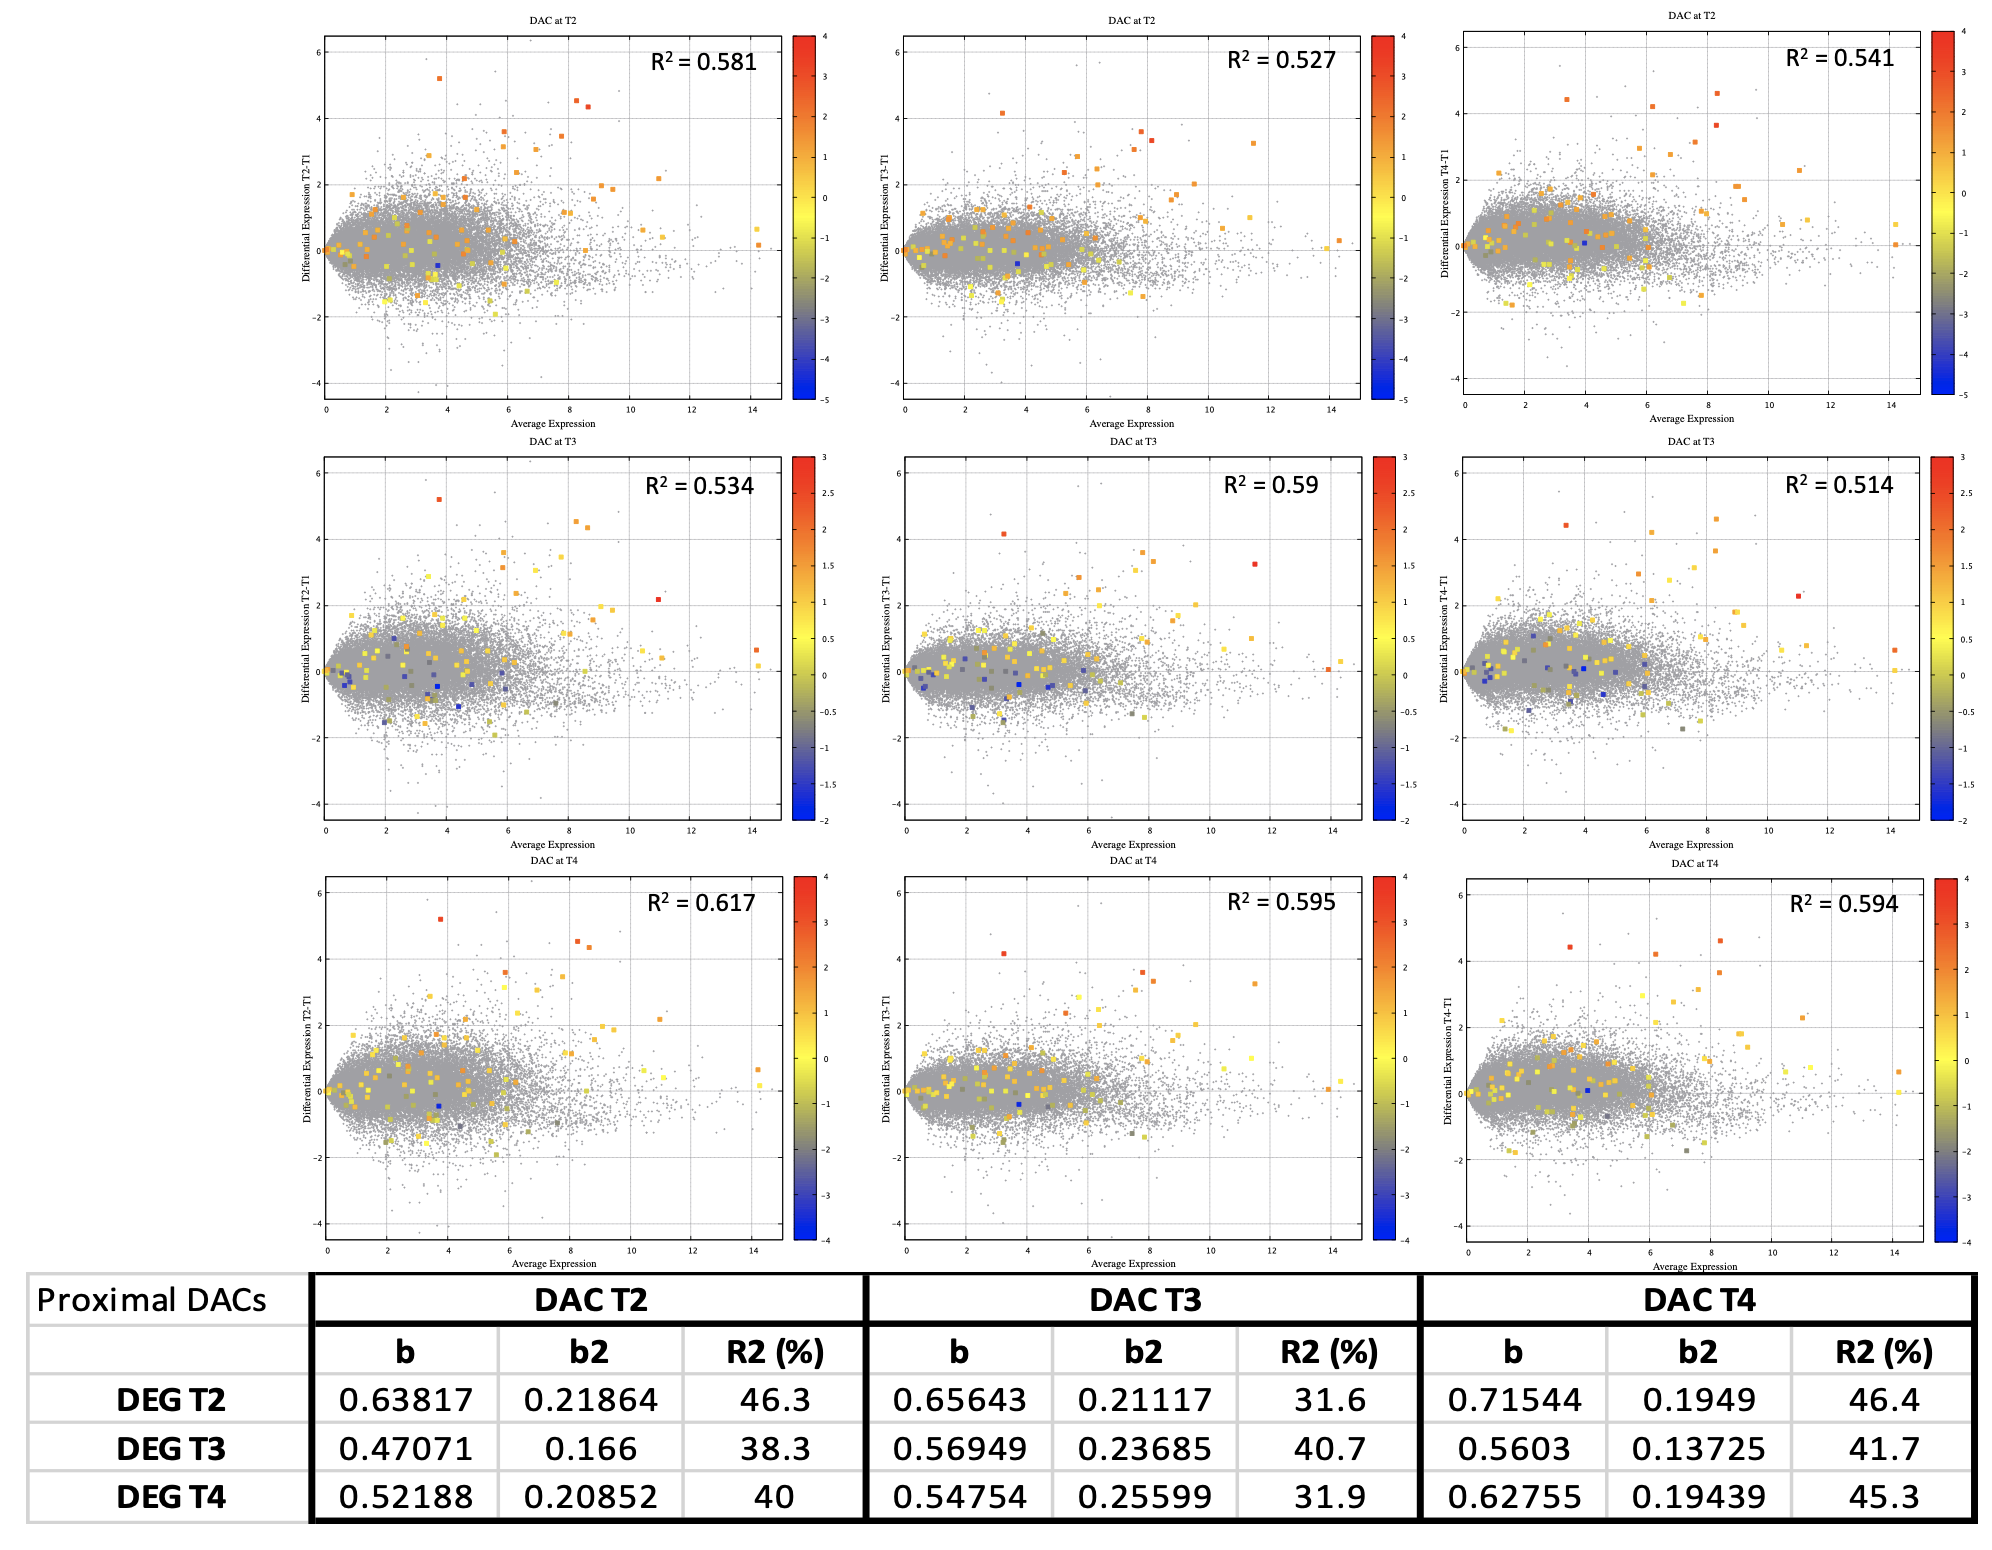

**Supplementary Figure S13 Positive correlation between gene expression and accessibility at promoters.** The 9 MA biplots show genome-wide gene expression and overlain accessibility data for DARs at promoters in liver at T2, T3, T4 compared to T1. The table shows results of a regression analyses conducted on significant DARs located 5 kb upstream of transcription start sites (TSSs) “putative promoters” and gene expression data of the nearest genes.

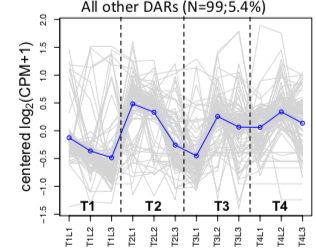

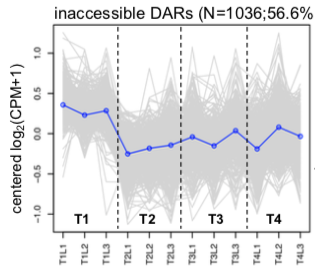

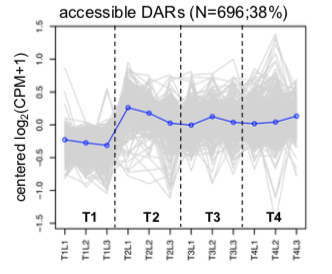

**C**

**Supplementary Figure S14 Changes in Chromatin accessibility in liver during maturation onset. a**, Circos plot shows the genomic distribution of the differentially accessible regions (DARs) (FDR < 0.05 and log2FC > ±1) detected in the triplicates of T2, T3, T4 samples (from outer circle inwards) compared to the control T1. **b**, Hierarchical clustering of unique 1,831 DARs detected at all time points in liver. The clustering shown was obtained by comparing normalised accessibility (CPM data). for samples at T2, T3 and T4 compared to the control at T1. Accessibility values were log_2_-transformed and mean centred by peak. The relative accessibility values are shown in yellow-navy scale. **c**, Co-accessibility analysis reveals stable chromatin states following the onset of the maturation. The majority of DARs exhibited either reduced (n=1036 or 57%) or increased (n=696 or 38%) accessibility at T2 and remained unchanged at later timepoints. Less than 10% of DARs (n=99) displayed an oscillating pattern. The y-axis in each graph represents the mean-centred log_2_(CPM+1) value across time points on the x-axis. Accessibility of single DAR is plotted in grey, while the mean accessibility of each cluster is plotted in blue.

**Supplementary Figure S15 a**, Heatmaps 65 DARs located 5kb upstream of TSSs representing cis-regulatory elements (CREs) that exhibit increased accessibility at T2 along with gene expression of their target (nearest) genes. This showed upregulation of the majority of the associated genes in a tightly coordinated manner (n = 46; 79%, Χ^2^ *p* < 8.028^-08^). **b**, Enriched gene ontology (GO) terms (hypergeometric test, Bonferroni-adjusted *P* < 0.05) among the list of the CREs-regulated genes. This list includes genes involved in hepatic lipid metabolism (*HMGCR*) and energy metabolism (elovl5b and elovl6). **c**, IGV visualisation of a 15 kb region of Ssa15 spanning the CRE and exons of the *HMGCR* gene provides fine-scale view of the coordinated gene expression response to increased accessibility.

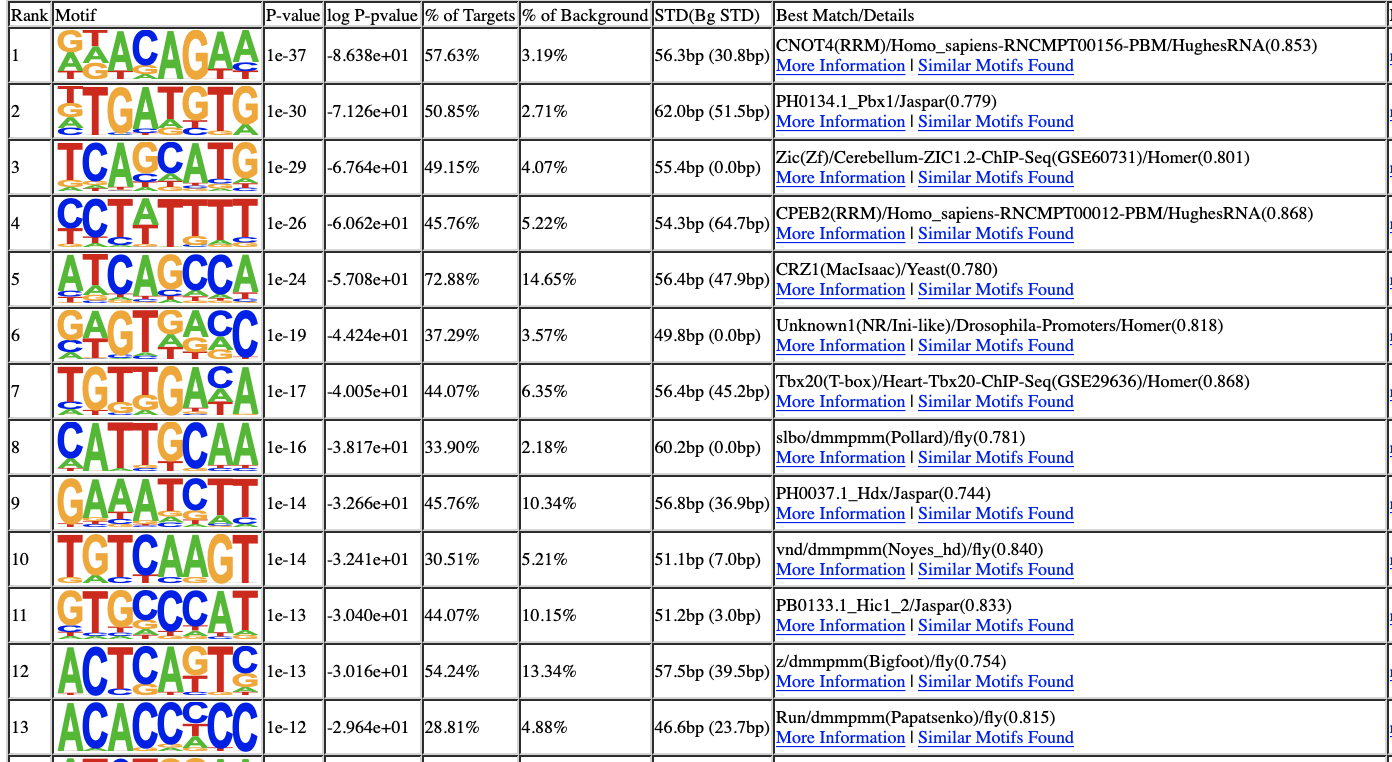

**Supplementary Figure S16** Known motif enrichment results obtained using Homer (*P* < 1e^-10^; at least 25% of targets) by comparing differentially accessible regions at promoters among the accessible cluster to a background of inaccessible regions at promoters. CNOT4 (a E3 Ubiquitin ligase) and Zic (a zinc finger protein) were the matched TFs for the most significantly enriched motifs. This can confirm the importance of zinc finger proteins as key regulators of maturation.

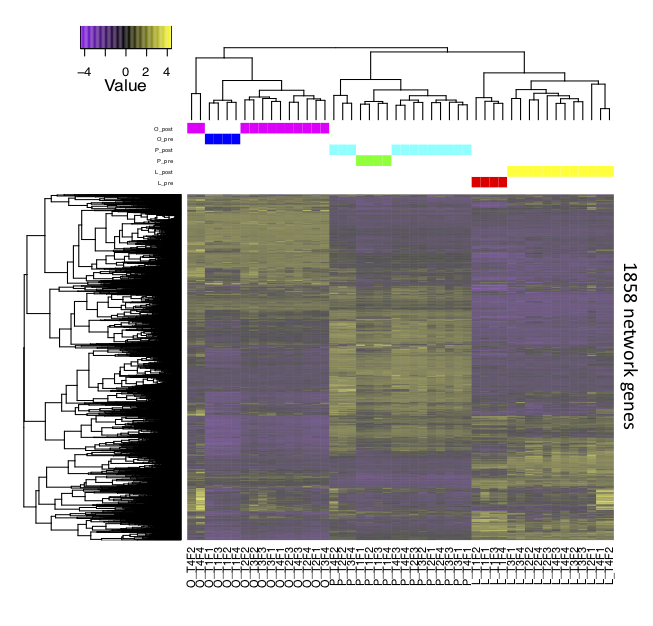

**Supplementary Figure S17.** Heatmap of 1,858 network genes. Genes (rows) and samples (columns) are organized by hierarchical clustering based on Euclidean distances. Samples were clustered by tissue type and the maturation status “pre” (pre-maturation at T1) was resolved from “post” (post-maturation at T2, T3, T4).

**Supplementary Figure S18. Gene regulatory networks constructed using the PCIT algorithm for the pre- and post-maturation samples**. **a**, Networks of the most significant 10% of correlations their respective genes were considered. **b**, Network statistics show increases in the connections in the pituitary that constituted 45% of the post-maturation network connections. All nodes are represented by ellipses except for genes coding key regulators (TFs) have diamond shape. Nodes with yellow borders are differentially methylated, whereas nodes with white labels are differentially accessible between pre- and post-maturation samples. Node colours are relative to the tissue of maximum expression (blue for the pituitary, red for ovary and green for liver). The size of the nodes is relative to the normalized mean expression values in all samples.

Supplementary Figure S19. TRIM25-associated network principal components analysis (PCA). The normalised expression (log2FPKM) values of these genes were used to perform this analysis. PCA grouped samples by first by tissue type, but clearly resolved the pre- and post-maturation status across PC1 that explained 85.1% of the variance.

**SI References**

88. De Jesus DF, Orime K, Kaminska D, Kimura T, Basile G, Wang CH, Haertle L, Riemens R, Brown NK, Hu J, Männistö V, Silva AM, Dirice E, Tseng YH, Haaf T, Pihlajamäki J, Kulkarni RN. Parental metabolic syndrome epigenetically reprograms offspring hepatic lipid metabolism in mice. J. Clin. Invest. 130(5), 2391-2407 (2020)

89. Marnetto, D., Mantica F, Molineris I, Grassi E, Pesando I, Provero P. Evolutionary rewiring of human regulatory networks by waves of genome xpansion. Am. J. Hum. Genet. 102, 207–218 (2018).

90. Jiang, H., Wolgast, M., Beebe, L., Reese, J. Ccr4–Not maintains genomic integrity by controlling the ubiquitylation and degradation of arrested RNAPII. Genes Dev. 33, 705–717 (2019).

How the deposited data were processed for this re-analysis (not part of the article)

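Liver chromatin accessibility was measured by ATAC-seq in 12 libraries of female Atlantic salmon, 3 biological replicates at each of the time points T1, T2, T3 and T4. T1 preceded the long-light photoperiod and the others followed it at 2-week intervals. Libraries were assigned to time points and replicates by their sample names, and each of the 24 data columns carried the name of a single library.

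The authors mapped the reads with Bowtie2 to the ICSASG_v2 assembly, removed duplicates with Picard, removed multi-mapped and mitochondrial reads, called peaks with MACS2 and counted reads per consensus peak with HTSeq. The deposited counts are whole numbers per peak and library without normalization, for 94780 peaks numbered from 8510 to 103289. The deposited log2 values are log2(CPM + 1) that the authors computed from the same counts, and they served here only as an alternative input to the clustering. The tables used here identify peaks by number, so no reference genome or annotation was used here. Depth in peaks ranged from 4199681 to 31312069 counts per library. The number of uniquely mapped reads per library was taken from the paper's Data S8.

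From the counts, each pair of time points was fitted on its own 6 libraries with R 4.3.3 and edgeR 4.0.16. Peaks with a CPM above 1 in at least 2 of the 6 libraries were kept, TMM factors were computed, dispersions were estimated, and the quasi-likelihood test was applied with Benjamini-Hochberg adjustment. A DAR had an adjusted P under 0.05 and an absolute log2FC above 1. The standard error of a log2FC was its absolute value divided by the square root of the test's F statistic. A further fit of all 12 libraries compared the mean of T2, T3 and T4 with T1. Unique DARs were clustered by complete linkage on Euclidean distance of mean-centred log2(CPM + 1), and the tree was divided into 3 clusters. The larger clusters were named by their direction at T2 and the smallest was called other. For the size of the change at T3 and T4, each T2 library was left out of the calling in turn, and the median change of the DARs in the later libraries was divided by that in the left-out T2 library. Wilson intervals with a confidence level of 95% and exact binomial tests described the direction of DARs. Permutation tests used 100000 resamples. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 made the tables.

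The procedure was tested on simulated counts drawn from the means and library sizes of the real libraries, in which 200 of 92717 tested peaks were changed. The quasi-likelihood test recovered 83% of the changed peaks, and 7.26% of its calls were peaks that had not been changed. The exact test recovered 90% with 32.6% false calls, and DESeq2 recovered 91.5% with 38.2% false calls. Only peaks above a CPM minimum were changed, by log2FC well above the calling threshold. The real DARs at T2 had a median absolute log2FC of 1.92 (quasi-likelihood test) and 1.50 (exact test), below every simulated change. The recovered shares are thus not the power for changes of that size. Simulated peaks were drawn independently, so shifts of whole libraries were absent.

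The individual peaks named in the text follow a rule set before the data were examined, as were the samples, the tests and all alternatives not described otherwise. In each comparison with T1, these were the 2 DARs with the largest and the 2 with the lowest log2FC among those whose 3 later libraries all lay beyond the 3 T1 libraries, with any peak called in all 3 comparisons (there was none) and the peak with the smallest p in each DAR sheet of Data S8. A group whose libraries all had 3 counts or fewer was taken as absent, and fold changes against it are lower bounds.

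The alternatives were DESeq2 1.42.0 with its size factors, edgeR's exact test, library sizes without TMM, uniquely mapped reads as library sizes, loess offsets with a span of 0.3, no filter, a filter of at least 10 counts in every compared library, a replicate block, 1 fit of all 12 libraries, an adjusted P under 0.01, and leaving out each replicate in turn. For the clustering they were average linkage, 1 minus the Pearson correlation as the distance, the deposited log2 values, and the DARs of Data S8. For the ratio of changes they were the mean over DARs and the DARs of each direction alone. A covariate for the share of reads in peaks, the ratio with DARs of the exact test, the ratio measured from a left-out T1 library with DARs of either test, and the direction of DARs under the replicate block were added after the data were seen.

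Claims on gene expression, genomic location, cis-regulatory elements, motifs and ovary were not analysed here. Peak enrichment around transcription start sites was not analysed here either, since it needs positions.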

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

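The number of DARs depended strongly on the test. DESeq2 called 1522 DARs at T2, 526 at T3 and 308 at T4 against T1, where edgeR's quasi-likelihood test called 89, 4 and 0. Between T3 and T2, T4 and T2, and T4 and T3 it called 98, 80 and 4 where the quasi-likelihood test called 0, and for T2 to T4 together against T1 it called 566 in place of 7. edgeR's exact test called 1502, 475 and 136 DARs against T1, and 63, 19 and 2 among the later time points. The unique DARs rose from 91 to 2016 with DESeq2 and to 1827 with the exact test. In simulated data with 200 changed peaks, 38.2% of the calls of DESeq2 and 32.6% of those of the exact test were false, against 7.26% for the quasi-likelihood test. These shares stand for 113, 87 and 13 false calls, far fewer than the 1522 and 1502 DARs at T2. False calls at the simulated spread therefore do not account for most of the gap between the tests at T2. The simulated peaks were drawn independently, so shifts of whole libraries are not covered. The cause of the gap was not tested further.

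Scaling moved the counts less than the test did. With uniquely mapped reads as library sizes, 404 DARs were called at T2, 62 at T3, 21 at T4 and 209 for T2 to T4 together, with 447 unique DARs. Loess offsets gave 7 DARs at T3 and 47 for T2 to T4 together, and counts in peaks without TMM gave 4 for T2 to T4 together. Requiring at least 10 counts in every compared library gave 137 DARs at T2. An adjusted P under 0.01 left 2 at T2, 3 at T3 and 2 for T2 to T4 together, as a stricter threshold must leave fewer. With 1 fit of all 12 libraries, which shares 1 estimate of spread among time points, there were 0 DARs at T2 (6038 peaks at an unadjusted P under 0.05), 2 at T3 and 2 unique DARs. The other counts under these alternatives stayed within 1.5 times of the reported ones, including 0 DARs at T4 with loess offsets, without TMM, without a filter, with the stricter filter and in the fit of all 12 libraries (10008 to 15949 peaks at an unadjusted P under 0.05).

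The replicate numbers did not pair the libraries: across peaks, deviations of same-numbered libraries from their time point means correlated between -0.49 and 0.29. With the replicate block, 299 DARs were called at T2, 7 at T3, 303 at T4, 4 between T4 and T2, and 2 for T2 to T4 together. It gave 0 between T3 and T2 and between T4 and T3, as without it (3953 and 2025 peaks at an unadjusted P under 0.05). With the block 54.8% of the 299 DARs at T2 were more accessible, where the share without it was 44.9%, but neither share departed from 50% in a binomial test (P = 0.105 and 0.397). The shares with the block were 71.4% of 7 at T3 and 74.3% of 303 at T4; the cause was not tested. The fall in the number of DARs from T2 to T4 did not hold with the block, in the fit of all 12 libraries or without T4 replicate 3. At an adjusted P under 0.01 the numbers were 2 at T2, 3 at T3 and 0 at T4, so there only the step from T2 to T3 did not hold.

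Leaving out each library in turn gave 7 to 1559 DARs at T2 (1559 without T2 replicate 3), 4 to 18 at T3, and 0 to 13435 at T4 (13435 without T4 replicate 3 and 0 in the 5 others, with 4692 to 10932 peaks at an unadjusted P under 0.05). Among the later time points the ranges were 0 to 3 between T3 and T2, 0 to 15155 between T4 and T2 (15155 without T4 replicate 3), and 0 to 2 between T4 and T3. For T2 to T4 together the range was 0 to 845, again with the highest value without T4 replicate 3. The cause was not tested here beyond the share of reads in peaks, described under the other observations.

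The share of DARs with increased accessibility at T2 was 44.9%. It was 47.4% with DESeq2 and 45.1% with the exact test, where the larger numbers of DARs made the departure from 50% pass the binomial test. It was 74.8% with uniquely mapped reads as library sizes, and it ranged from 27.3% to 55.6% when each library was left out, with 55.6% of 9 DARs without T1 replicate 1 (binomial P = 1) and 53.9% of 1559 without T2 replicate 3 (binomial P = 0.00199). At T3 the share was 50%, and 33.8% with DESeq2 and 31.6% with the exact test. The cause was not tested. At T4 there were no DARs and so no share, while 66.2% of the DARs of DESeq2, 50.0% of those of the exact test, 9.52% of those with uniquely mapped reads and 50.6% of those without T4 replicate 3 were more accessible.

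With the unique DARs of Data S8 in place of those called here, the clusters held 602 (reduced), 780 (increased) and 449 (other) peaks in place of 49, 41 and 1, since more peaks entered. Average linkage, the correlation distance and the deposited log2 values left the sizes at 49, 41 and 1. The change at T3 relative to a left-out T2 library, 1.04, moved by less than the spread between libraries under each planned setting, but it depended on the T2 library left out: it was 0.71, 0.88 and 1.52 with T2 replicates 1, 2 and 3 left out, and at T4 it was 0.67, 0.98 and 1.71. At T4, 1.12 became 1.64 with loess offsets, where only 2 of 3 rounds had DARs, and 1.35 with DARs of increased accessibility only; the cause was not tested.

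Some alternatives were chosen after seeing the data. With the share of reads in peaks as a covariate, there were 5 DARs at T2, 85 at T3, 2 at T4, 1 between T4 and T2, and 81 for T2 to T4 together, so the number did not fall from T2 to T3; the cause was not tested. The shares of DARs with increased accessibility under the replicate block, given above, were also added then. With DARs of the exact test, the relative change was 0.94 at T3 and 1.04 at T4. Measured from a T1 library left out of the calls, the ratio with DARs of the quasi-likelihood test was not averaged over the rounds, because the change in the left-out libraries, by which it divides, was as low as 0.00136 in a round with 6 DARs. In its 3 rounds without T2 replicate 3, with 877 to 1297 DARs and a left-out change of 0.25 to 0.39, the ratio was 1.75 to 2.26 at T3 and 1.91 to 2.67 at T4. With DARs of the exact test (383 to 3524 per round) that change was 0.23 to 0.95, and the ratio averaged 0.97 at T3 and 1.13 at T4 over 9 rounds. These averages join rounds on both sides of 1: in the 6 rounds without T2 replicate 1 or 2 the ratio was 0.36 to 0.72 at T3 and 0.34 to 0.83 at T4, and in the 3 rounds without T2 replicate 3 it was 1.68 to 1.88 at T3 and 1.82 to 2.46 at T4.

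For the individual peaks, 107 of 130 alternative values kept the call, 19 lost it and 4 gained it, with no change of direction. The fit of all 12 libraries accounted for 6 of the lost calls, keeping only those of peak72977 and peak98942 at T3. The calls gained were those of peak55987 at T4 with DESeq2, the exact test, the replicate block, and without T4 replicate 3. Depth was lowest in T4 replicate 2, with 4199681 counts in peaks and a median of 31 per peak, but fewer counts alone did not lower the number of DARs of the quasi-likelihood test at T2, which was 118 and 153 after thinning to the totals of T3 and T4.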

Differences from the paper's values

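The paper reports 1501 DARs at T2, 477 at T3 and 148 at T4. The values here were 89, 4 and 0 with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, edgeR's exact test gave 1502, 475 and 136, each within 1.5 times of the paper's value, and 1499, 474 and 135 of these were DARs of the paper's Data S8. The exact test thus called nearly the same peaks as the paper. The gap to 89, 4 and 0 therefore goes with the choice of test on the same counts. DESeq2 gave 1522 and 526 for T2 and T3, which closed the gap, and 308 for T4, which did not. Leaving out T2 replicate 3 gave 1559 DARs at T2. No other alternative set before the data were examined closed the gap at T2, T3 or T4, and that includes loess offsets, the replicate block, the scalings without TMM, both filters, the fit of all 12 libraries and the stricter threshold. The 89 and 4 DARs called here were all DARs of Data S8, and every DAR of Data S8 had the same sign here and an unadjusted P under 0.05.

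The paper clustered 1831 unique DARs, and 91 were found here. The exact test gave 1827 and DESeq2 gave 2016, while the scalings without TMM (107 and 447), loess offsets (66) and the fit of all 12 libraries (2) did not close the gap.

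The paper's clusters held 1036 DARs with reduced accessibility, 696 with increased accessibility and 99 others, against 49, 41 and 1 here. Clustering the peaks of Data S8 gave 780 with increased accessibility, within 1.5 times of the paper's 696, but 602 with reduced accessibility and 449 others, which are not. The 449 peaks were named other as the smallest cluster and also had lower values at T2 than at T1; the 2 clusters with lower values held 1051 peaks together, within 1.5 times of the paper's 1036. Average linkage, the correlation distance and the deposited log2 values did not close any of these gaps.

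In the paper's Data S8, 31.2% of the DARs at T3 were more accessible, and the value here was 50% of 4 DARs. The exact test gave 31.6%, DESeq2 33.8%, uniquely mapped reads as library sizes 37.1%, and both loess offsets and leaving out T1 replicate 2 gave 42.9%, all within 1.5 times of the paper's value. Counts in peaks without TMM (66.7%) and leaving out any other library (50% to 60%) did not close the gap.

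The paper describes the clusters as unchanged after T2. In the clusters here, the mean-centred values at T3 and T4 lay between those of T1 and T2, at -0.09 and -0.23 for reduced accessibility (-0.66 at T2) and at 0.12 and 0.04 for increased accessibility (0.74 at T2). Nearly all of these DARs were chosen for a difference between T1 and T2, which moves the T1 and T2 values apart. Later values between them are therefore no evidence against a lasting change. With the peaks of Data S8 the cluster of 602 peaks with reduced accessibility did not move back towards T1: its values were 0.79 at T1, -0.23 at T2, -0.23 at T3 and -0.33 at T4. Some of the peaks of Data S8 were chosen for a difference between T1 and T3 or T4. That choice holds the later values away from T1, so this profile alone does not show a lasting change. The other 2 clusters lay between T1 and T2 at both later time points, at -0.04 and -0.07 for the 449 peaks (-0.55 at T2) and at 0.10 and 0.09 for the 780 peaks with increased accessibility (0.51 at T2). Most peaks of Data S8 were DARs at T2, so choice by the T1 and T2 values limits these profiles too. In Data S8, peak55987 is a DAR at T4 with the paper's FDR of 2.58e-08. Its adjusted P here was 0.389, and it was called with the exact test, DESeq2, the replicate block, and without T4 replicate 3.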

Other observations

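The tests of neighbouring peaks for edgeR's exact test and of left-out libraries and unchanged peaks for the quasi-likelihood test were chosen only after their results were seen, and so was the covariate for the share of reads in peaks.

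The libraries differed most along a direction that follows the share of reads counted in peaks. The first principal component of log2 CPM over the 12 libraries held 43.8% of the variance. It correlated with that share at a Pearson r of 0.869 (permutation P = 0.0001) and a Spearman rho of 0.923 (permutation P = 7e-05, 100000 resamples; of 5 components examined, the others had an absolute r from 0.05 to 0.27, and P is not adjusted for their number). Without T4 replicate 2 and T3 replicate 3, whose shares were farthest from the median, r was 0.79 (permutation P = 0.00367, n = 10). T4 replicate 2 had the lowest share, 7.05%, and the smallest total of counts, so the share and the depth cannot be separated in that library. A candidate explanation is that libraries with a low share carry more background reads, which compress the differences between peaks: the SD of log2 CPM across peaks was 1.00 in T4 replicate 2 and 1.49 in T1 replicate 3, which had the highest share. The share was not tested as a biological difference, and the time point remains open as a contributor, since 39.4% of this component's variance lay between time points.

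The share of reads in peaks may also drive the largest counts of DARs. Without T4 replicate 3, 13435 DARs were called between T4 and T1 from T4 replicates 1 and 2, whose shares were 21.9% and 7.05%. T3 replicate 3, the T3 library with the lowest share and no part of that fit, deviated from the other T3 libraries by a median of 0.42 (log2) in the direction of these DARs, in 79.8% of them. The T2 libraries, whose shares were similar to one another, deviated by -0.05, 0.18 and -0.14, in this direction in 44.2%, 72.1% and 33.4% of these DARs. T2 replicate 2, with a share of 37.4%, thus also went mostly in this direction, while T2 replicate 1, with a lower share of 32.7%, did not. The deviation of T3 replicate 3 goes with an effect of the share of reads in peaks on these calls, but those of the T2 libraries do not follow their shares.

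Other splits of the libraries show how far such differences reach. At T2, 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many DARs as the real one, which was the real split itself, and the same held for the exact test (1 of 10). The 9 other splits at T2 gave 0 to 6 DARs where the real one gave 89, and 10 to 270 with the exact test where the real one gave 1502. At T3, 3 of the 10 splits gave at least 4 DARs, and with the exact test 2 of 10 gave at least 475. At T4, 2 of 10 gave at least 136 with the exact test. For the quasi-likelihood test at T4, and between T3 and T2, T4 and T2, and T4 and T3, 0 DARs were observed (5205 to 11440 peaks at an unadjusted P under 0.05), so all 10 of the 10 splits reach that number whatever the libraries hold, and these counts decide nothing. At T3, and for the exact test at T4, the time point and a random split of the libraries cannot be told apart by this count, since 10 splits allow no share under 10% and other splits gave as many DARs. At T2 the same limit on the share applies, although no other split came near the real one. In comparisons with T3 or T4, some other splits gave far more DARs than the time points did. The split that put the 3 libraries with the lowest share of reads in peaks on one side gave 5546 DARs for T4 and T1, 396 for T3 and T1, and 10641 for T4 and T3. It gave 4 for T3 and T2, and 0 for T2 and T1 and for T4 and T2 (3485 and 12217 peaks at an unadjusted P under 0.05). With the share as a covariate, the split with 5546 DARs gave 0 (5216 peaks at an unadjusted P under 0.05), but that split itself follows the covariate, so this outcome was fixed by the design and decides nothing.

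For T2, T3 and T4 together against T1, 7 DARs were called, with 8072 peaks at an unadjusted P under 0.05 where 5% would be 4734. Of 80 splits of the 12 libraries into 3 and 9, drawn from 220, 5 gave at least 7 DARs, the real one included. The other 4 gave 8763, 3491, 16027 and 1685 DARs, and each of them had T4 replicates 1 and 2 among the 3 libraries. A further split that joined these 2 libraries with T2 replicate 1 gave 0 DARs. With the share as a covariate, 81 DARs were called for the real split. Splits of the libraries that do not follow the time points therefore give as many DARs often enough that these 7 are not set apart from them.

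The quasi-likelihood and the exact test of edgeR differed in what they called at the same spread. In 12 simulations in which no peak changed, with the dispersions of the real libraries, the exact test called at most 47 DARs at T2, 42 at T3 and 51 at T4. The observed 1502, 475 and 136 lay above these, so calls among unchanged peaks at this spread do not account for the whole of them. The quasi-likelihood test called at most 3, 5 and 3 in the same simulations. Its 89 DARs at T2 lay far above that number, while its 4 DARs at T3 are within what unchanged peaks gave. The simulated peaks were independent, so these simulations argue only against the spread of single peaks as the source of most DARs at T2. Shifts of whole libraries were absent from them. Other splits of the real libraries gave up to 396 DARs for T3 and T1 and 5546 for T4 and T1, but 0 to 6 for T2 and T1. When DARs at T2 were called by the exact test from 2 T1 and 2 T2 libraries, at least 60.8% of them (60.8% to 85.5% over 9 rounds) changed in the called direction between the T1 and T2 library that had been left out. The median change in the left-out libraries was 0.64 (log2) over the rounds, against 1.17 to 1.63 in the libraries that called the DARs. For the quasi-likelihood test more than 50% changed in the called direction in 7 of the 8 rounds with DARs. In the 3 rounds without T2 replicate 3, with 877 to 1297 DARs, the share was 64.4% to 74.3%, and in the 5 rounds without T2 replicate 1 or 2, with 6 to 32 DARs, it was 50% to 80%. Peaks move together within a library, so these shares were set against tests between mixed groups of 1 T1 and 1 T2 library each, with the same libraries left out, taking up to as many peaks by the smallest P, whether or not they were DARs. Counted in whichever direction was larger, their shares were 50.3% to 73.9% for the exact test, 50.5% to 73.3% for the quasi-likelihood test without T2 replicate 3, and 50% to 100% in its other rounds. The shares for T2 against T1 lay above both mixed tests of their round in 8 of 9 rounds with the exact test, and with the quasi-likelihood test in 2 of 3 rounds without T2 replicate 3 and in 1 of 5 others. Because this did not hold in every round, the shares in the left-out libraries alone leave open whether a change at T2, or chance differences between the calling libraries with deviations of single whole libraries, gave them, and these cannot be told apart by the shares. The number of DARs was lower in every mixed test than for T2 against T1 in its round. With the exact test it was 27 to 282 against 383 to 3524. With the quasi-likelihood test it was 0 against 877 to 1297 without T2 replicate 3 (1322 to 2495 peaks at an unadjusted P under 0.05), and 0 to 10 against 6 to 32 in the other rounds with DARs (2113 to 4961 peaks).

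With all libraries, the number of DARs of both edgeR tests fell from T2 to T4, and several explanations were tested. Depth alone was argued against: with the T2 libraries thinned at random (1 draw) to the totals of the T3 libraries, 118 DARs were still called at T2, and thinned to the T4 totals 153 were; with the exact test the numbers were 1423 and 1306. T4 replicate 2 alone was also argued against. Without it 0 DARs were called at T4 (7683 peaks at an unadjusted P under 0.05). At T2, leaving out a T2 library gave 11 to 1559 DARs (median 13). With the exact test 340 were called at T4 without T4 replicate 2, against 472 to 2958 at T2 (median 824). Leaving out T4 replicate 3 instead gave 13435 DARs at T4, and 18788 with the exact test. The fall to T4 thus depends under both tests on which T4 libraries are used. T4 replicate 3 was the T4 library most like those of T1 to T3, with Spearman correlations of 0.88 to 0.94 across peaks. T4 replicates 1 and 2, which stay in that fit, were at 0.75 to 0.84 and 0.60 to 0.72. Leaving out T4 replicates 1 and 2 together was not tested. T3 replicate 3 alone stays open for both tests. Without it the quasi-likelihood test called 18 DARs at T3 and the exact test 749, both within those ranges at T2. A larger spread between the T3 and the T4 libraries with an unchanged size of effect stays open, and so does a weaker response at T3 and T4, the biological explanation. The change relative to a left-out T2 library was 1.04 ± 0.45 at T3 and 1.12 ± 0.17 at T4 (SD, n = 3 libraries), but it went both ways with the T2 library left out: without T2 replicate 1 or 2 it was 0.71 and 0.88 at T3 and 0.67 and 0.98 at T4, and without T2 replicate 3 it was 1.52 and 1.71. Measured from a left-out T1 library, with DARs of the exact test, the change at T3 and at T4 was smaller than that in the left-out T2 library in 6 of 9 rounds and larger in the 3 without T2 replicate 3. With 3 T2 libraries, a lasting change and a weaker response cannot be told apart.

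Fold changes against T1 were correlated across peaks between time points, which shared T1 libraries produce without any effect. For T2 and T3 the Pearson r was 0.584, above the 0.498 to 0.505 of 12 simulations of unchanged groups against shared T1 libraries. For T3 and T4 it was 0.509, above 0.486 to 0.494. The T1 libraries were simulated too, so deviations of the real T1 libraries are absent from these ranges. For T2 and T4 it was 0.451, below the simulated 0.490 to 0.503. The correlation of T2 with T4 is thus not above what shared libraries give. It also lies outside the simulated range, so the simulations do not cover all differences between these libraries. For T3 and T4 the excess is smaller than this shortfall, so shared T1 libraries stay open as the account there. For T2 and T3 the excess is larger than the shortfall. Because deviations of the real T1 libraries were not simulated, shared T1 libraries cannot be excluded as the account of that correlation either. These are correlations across peaks, which are not independent replicates.

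The balance between increased and decreased accessibility at T2 depends on an assumption. TMM places the typical peak at no change, and with uniquely mapped reads as library sizes 74.8% of the DARs were more accessible in place of 44.9%. Counts in peaks without TMM gave 42.3% and loess offsets 41.0%. The shift thus came with mapped reads as library sizes and not with leaving out TMM alone. The scaling of the libraries could therefore set the observed balance, and the counts do not show which scaling is right, because a higher share of reads in peaks and a general gain in accessibility both raise the counts in peaks.

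DARs of the exact test at T2 tended to have neighbouring numbers: 200 of the 1502 were next to another DAR, against 18 to 77 in 1000 random draws of as many tested peaks. Of the 89 DARs of the quasi-likelihood test 0 were, against 0 to 4 in random draws. Over 90125 pairs of consecutive tested peaks, log2FC at T2 correlated at r = 0.23, against 0.00 for random pairs. If the numbers follow the genome, a hypothesis is that accessibility changes extend over more than 1 peak; the tables used here identify peaks by number only, so shared domains, single wide regions called as several peaks, and differences between fish in copy number were not tested.

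A group of 640 peaks was nearly absent from some libraries (3 counts or fewer) although its level in the others would give at least 20 counts there. In 533 of them the absence was confined to 1 library. If such absence came with maturation it would follow whole time points, which it did in 1 peak (0.156%), where random assignments of the libraries gave 0% to 0.625% and 367 of 1000 were as high. That peak was peak98942, absent from T1 only, and it also was the DAR with the largest increase at T2; peak53804 was among the 640 peaks but absent from 5 libraries of different time points. The time point is thus argued against for this group as a whole. Differences between single fish, such as deletions or sequence variants against the reference, are a hypothesis that was not tested, since it needs positions and genotypes. The numbers of these peaks absent per library ranged from 38 in T2 replicate 1 to 144 in T1 replicate 3.

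A difference in sequencing run between T1 and the later libraries was considered. Data S8 carries sample-sheet numbers in its library codes, and 3 of the libraries carry the number 1, so the numbers repeat and do not identify a run. A run effect and the difference between T1 and the later time points cannot be told apart from these files, because the labels name no run.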
